# The Differences in Local Translatome across Distinct Neuron Types Is Mediated by Both Baseline Cellular Differences and Post-transcriptional Mechanisms

**DOI:** 10.1523/ENEURO.0320-18.2018

**Published:** 2019-02-04

**Authors:** Rebecca Ouwenga, Allison M. Lake, Shivani Aryal, Tomas Lagunas, Joseph D. Dougherty

**Keywords:** GABAergic interneurons, layer 5 pyramidal neurons, local translation, synaptoneurosomes, SynapTRAP, TRAP

## Abstract

Local translation in neurites is a phenomenon that enhances the spatial segregation of proteins and their functions away from the cell body, yet it is unclear how local translation varies across neuronal cell types. Further, it is unclear whether differences in local translation across cell types simply reflect differences in transcription or whether there is also a cell type-specific post-transcriptional regulation of the location and translation of specific mRNAs. Most of the mRNAs discovered as being locally translated have been identified from hippocampal neurons because their laminar organization facilitates neurite-specific dissection and microscopy methods. Given the diversity of neurons across the brain, studies have not yet analyzed how locally translated mRNAs differ across cell types. Here, we used the SynapTRAP method to harvest two broad cell types in the mouse forebrain: GABAergic neurons and layer 5 projection neurons. While some transcripts overlap, the majority of the local translatome is not shared across these cell types. In addition to differences driven by baseline expression levels, some transcripts also exhibit cell type-specific post-transcriptional regulation. Finally, we provide evidence that GABAergic neurons specifically localize mRNAs for peptide neurotransmitters, including somatostatin and cortistatin, suggesting localized production of these key signaling molecules in the neurites of GABAergic neurons. Overall, this work suggests that differences in local translation in neurites across neuronal cell types are poised to contribute substantially to the heterogeneity in neuronal phenotypes.

## Significance Statement

All RNAs are generated in the nucleus, but in neurons some of these RNAs are shuttled for local protein production in neurites toward synapses. There are many types of neurons that express different complements of receptors and perform different functions. However, there has not yet been a direct comparison of the ribosome-bound transcripts in neurites across cells. Here, we identify and define differences in ribosome-bound RNAs isolated from neurites of two contrasting types of neurons. Some of these differences are due to the neurons not creating the RNA at baseline and some are differences in RNA localization or ribosome binding in neurites. We also identified RNAs for key neurotransmitter proteins that had not been previously described as produced in neurites, suggesting these may be locally produced.

## Introduction

Neurons have the ability to localize specific RNAs in neurites, and local translation near synapses has been shown to be essential to the kind of synaptic alterations that are thought to underlie many functions from the formation of neurites to learning and memory. Evidence for localized translation in neurites was first observed in 1982 (Steward and Levy, 1982), but only recently have advances in molecular techniques enabled the identification of locally translated mRNAs in a high-throughput manner. These studies have identified many candidate mRNAs for local translation in neurites *in vivo*. However, a substantial fraction of prior studies has focused on hippocampal neurons because their spatially separated dendritic and somatic layers facilitate analysis (Van Driesche and Martin, 2018). In contrast, most other neuron types in the brain have highly interwoven neurites such that physical dissection is unable to harvest a sample enriched for the processes of specific cells. Thus, there have been no direct comparisons of how local translation in neurites may differ across distinct cell types of neurons in the brain.

Cell types have classically been defined by differences in location, morphology, neurotransmitter usage, and function. In the last decade, it has become clear that there are corresponding whole-cell transcriptional differences between cell types (Heiman et al., 2008; Dougherty, 2013; Xu et al., 2014; Zhang et al., 2014). However, to what extent these cells also have differences in the subcellular localized translation of transcripts is unclear. Comparison of the vast, branched arbor of a Purkinje neuron with the short, clawed dendrites of a granule cell highlights the remarkable diversity in neurites even just within the cerebellum. Likewise, inhibitory and excitatory neurons differ in both function and morphology within the forebrain. Cortical pyramidal neurons are large, excitatory neurons with long apical dendrites that extend to the upper layers of cortex and axons projecting to distal brain structures. Cortical inhibitory interneurons often have much shorter neurites that project onto neighboring cells (Wonders and Anderson, 2006; DeFelipe et al., 2013).

Distinct profiles in local translation could be a cause and a consequence of the large variety of neuronal morphologies and functions across the brain. Therefore, we hypothesize that fundamental morphologic and functional differences across neuronal types will be reflected in clear distinctions in local translational profiles as well. Furthermore, distinctive local translational profiles could simply reflect either transcriptional differences or differences in the post-transcriptional regulation of mRNA localization or stability. For example, on one hand, only one cell type might express a transcript, and thus only that cell type could possibly translate it locally. On the other hand, two different cell types might express the same transcript, yet in one transcript localization is altered through the recognition of a motif in the 3´ UTR by a cell type-specific RNA binding protein (RNABP) that shuttles mRNAs to neurites or binds a secondary structure of mRNA that can alter the rate at which they degrade (Andreassi and Riccio, 2009; Patel et al., 2012). Thus, the differential expression of RNABPs between cell types could plausibly result in distinct profiles of locally translated RNAs. The identification of how and why locally translated transcripts differ across cell types could further define pathways that underlie morphologic and functional differences.

Previously, we developed a derivative of the translating ribosome affinity purification (TRAP) method, SynapTRAP (ST), to enable the enrichment of ribosome-bound transcripts from the processes of genetically targeted cell types of the mouse brain (Dougherty, 2017; Ouwenga et al., 2017). Here, we used two TRAP mouse lines to determine whether local translation, as assessed by SynapTRAP, is distinct across different cell types of neurons. Specifically, we compared layer 5 pyramidal neurons of the cortex to GABAergic neurons of the forebrain. These neuronal types were chosen as they differ in prior translational profiles, morphologic features, and functions. We also sought to determine whether the differences in the local translatome are due to baseline, likely transcriptional, differences or to post-transcriptional regulation. We found that the majority of the differences in local translation were likely driven by baseline variations, but there is a measurable role for post-transcriptional regulation as well. Finally, we determine that two of these cell type-specific locally translated mRNAs encode for the peptide transmitters cortistatin and somatostatin, suggesting local production of peptide neurotransmitters.

## Materials and Methods

### Animals

All procedures were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee. Mice were maintained in standard housing conditions with food and water provided *ad libitum*. RNA collection used a Cre-dependent TRAP reporter mouse B6.129S4-Gt(ROSA)^26Sortm1(CAG-EGFP/Rpl10a,-birA)Wtp^/J (catalog #22367, The Jackson Laboratory; RRID:IMSR_JAX:022367; Zhou et al., 2013) that were bred to two well characterized Cre lines: Tg(RBP4-cre)^KL100Gsat/Mmcd^ (RRID:MMRRC_037128-UCD; Beltramo et al., 2013) and Slc32a1^tm2(cre)Lowl^/J (catalog #16962, The Jackson Laboratory; RRID:IMSR_JAX:016962; Vong et al., 2011) then genotyped for the presence of the TRAP construct and Cre. Mice positive for both a Cre and TRAP construct are referred to as RBP4-TRAP and vesicular GABA transporter (VGAT)-TRAP mice, respectively.

### Experimental design and statistical analysis

All statistical tests are reported in the subsection of the Materials and Methods describing each experiment. The design, sample sizes, intermediate values, and results can be found in the legend of each figure in which they are represented. The SynapTRAP preparations and quantitative PCR (qPCR) were performed with both sexes pooled. *In situ* hybridization (ISH) replication used an equal number of male and female mice for each probe. All data are available on the NCBI Genome Expression Omnibus web site (accession #GSE121162).

### SynapTRAP, library preparation, and RNA sequencing

Five replicates of RBP4-TRAP and VGAT-TRAP were harvested by rapid forebrain dissection at 21 d postbirth, as described previously (Westmark et al., 2011; Ouwenga et al., 2017). Each replicate contained a pool of two to three forebrains of both sexes, as available. Four samples were collected from each replicate in parallel, as follows: whole-cell homogenate (WCH) was RNA isolated from an aliquot of the initial homogenization of the tissue, and TRAP was the capture of GFP-tagged ribosomes from an aliquot of WCH. RNA isolated from a fraction of the WCH subjected to synaptoneurosomal fractionation (SNF), and ST is TRAP performed on the SNF, as described previously (Ouwenga et al., 2017). RNA concentration for all was measured using a Nanodrop and diluted to <5 ng/µl before being assessed for quality and concentration using an Agilent TapeStation 4200.

Library preparation was performed with 30 ng of total RNA from each sample. Double-stranded cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (catalog #634936, Clontech) per manufacturer protocol. cDNA was fragmented using a Covaris E220 Sonicator using peak incident power of 18, a duty factor of 20%, 50 cycles/burst, and a time of 120 s at 18ºC. cDNA was blunt ended, had an A base added to the 3´ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 13 cycles using primers incorporating unique index tags. Fragments were sequenced on an Illumina HiSeq-3000 sequencing device using single reads extending 50 bases to a depth of 14.4–22 million reads per sample.

### RNA sequencing data quality control, and processing

RNA sequencing (RNA-seq) reads were aligned to the Ensembl top-level assembly with STAR version 2.0.4b (RRID:SCR_015899; Dobin et al., 2013). Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Sequencing performance was assessed with RSeQC version 2.3 (RRID:SCR_005275; L. Wang et al., 2012) for the total number of aligned reads, the total number of uniquely aligned reads, the genes and transcripts detected, the ribosomal fraction, the known junction saturation, and the read distribution over known gene models. Gene-level counts were then imported into the R/Bioconductor package EdgeR (RRID:SCR_012802; Robinson et al., 2010). Mitochondrial ribosomal RNA (rRNA), tRNA, mitochondrial and remaining eukaryotic rRNA reads were excluded, as were genes without at least 0.5 cpm in at least three samples for creation of local and “somatic” candidate lists, or in at least three TRAP or ST samples for the later direct differential expression comparisons between the two lines. 

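Of the Ensembl genes in the deposited counts, 40254 had a symbol in GENCODE M21. Here 390 genes were left out, 37 of them on the mitochondrial chromosome and 353 others annotated as rRNA or tRNA. Mitochondrial genes took between 0.058% and 41.9% of the counts of a library, with a median of 5.06% over the 40 libraries. TRAP libraries had the lowest shares, at most 0.511% in the RBP4 line and 0.473% in the VGAT line. Shares were highest in SNF, with medians of 16.3% and 18.1%. After the exclusion between 8950847 and 21976631 counts per library remained. With the limit of 0.5 cpm in at least 3 libraries, 17043 genes were tested within the RBP4 line and 16990 within the VGAT line. With that limit set on the TRAP and ST libraries, 16898 genes were tested between the lines.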

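Scaling to library size alone moved the middle of the distribution between fractions. Over all genes tested in the RBP4 line, the median log2 fold change was -0.34 for TRAP against WCH, -0.50 for SNF against WCH and -0.05 for ST against SNF. In the VGAT line these medians were -0.31, -0.52 and 0.08. With edgeR's TMM factors, the medians for SNF against WCH were -0.17 in the RBP4 line and -0.17 in the VGAT line. For some genes the change between fractions is also given relative to these medians.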

Counts were then normalized to a final number of counts per million based on the final library sizes.

For quality control, performance of the replicate samples was assessed with a Spearman correlation matrix and multidimensional scaling plots and RNA-seq results were verified as reproducible: technical replicates clustered together both in hierarchical clustering based on the highest 5000 transcripts by counts per million and in multidimensional scaling.

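Over the 5000 genes with the highest mean cpm, the Spearman correlation of log2(cpm + 1) between replicates of a group had a median of 0.930 across 80 pairs of libraries. The range was 0.759 to 0.989. Across the 700 pairs from different groups the median was 0.714. These correlations are across genes within pairs of libraries, and genes are not independent replicates. The group with the lowest median was RBP4 ST, at 0.850. Over all genes past the filter the median within groups was 0.981. The nearest library of 39 of the 40 libraries came from the same fraction, and of 25 from the same fraction and line. For TRAP the latter held for 10 of 10 libraries, and for ST for 4 of 10. When the libraries were divided into 8 clusters by average linkage, 1 of the 8 groups formed a cluster of its own.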

Then, gene-level performance was assessed with plots of the residual SD of every gene to their average log count with a robustly fitted trend line of the residuals. Generalized linear models using the negative binomial were then created to test for gene-level differential expression with EdgeR (RRID:SCR_012802; Robinson et al., 2010), using the contrasts described in the three sections below. Differentially expressed genes and transcripts were then filtered for false discovery rate (FDR)-adjusted *p* values ≤0.05, except where noted in the text.

### Defining the translational profile of layer 5 neurons and GABAergic neurons

All differential expression analysis was performed using single-variable generalized linear model approaches implemented in EdgeR, with the following grouping variables: RBP4_ST; VGAT_ST; RBP4_TRAP; VGAT_TRAP; RBP4_WCH; and VGAT_WCH.

The expression of TRAP samples was compared with the corresponding WCH samples to define transcripts significantly enriched in each type of neuron compared with overall forebrain gene expression using EdgeR (contrasts: RBP4_TRAP vs RBP4_WCH and VGAT_TRAP vs VGAT_WCH). These form the basis of Figure 2-1, and Figure 2-2. Next, to identify differences between the neuronal cell types, each TRAP sample was also directly compared (Fig. 2-3; contrast: VGAT_TRAP vs RBP4_TRAP).

10.1523/ENEURO.0320-18.2018.f2-1 Figure 2-1 DE results between TRAP and WCH of RBP4-TRAP. Table of differential expression results between TRAP and WCH of RBP4-TRAP. Genes with transcripts enriched in RBP4-TRAP cells over background. Gene_id, Ensembl gene ID; Entrez gene, enterez gene name; gene_name, corresponding gene symbol; Chr, chromosome, with EdgeR output for each comparison [including logFC (log base twofold change)]; logcpm, counts per million in log scale; LR, likelihood ratio. Download Figure 2-1, XLS file.

10.1523/ENEURO.0320-18.2018.f2-2 Figure 2-2 Table of differential expression results between TRAP and WCH of VGAT-TRAP. Genes with transcripts enriched in VGAT-TRAP cells over background. Column names are as in Figure 2-1. Download Figure 2-2, XLS file.

10.1523/ENEURO.0320-18.2018.f2-3 Figure 2-3 DE results between TRAP RBP4-TRAP and TRAP VGAT-TRAP. Table of differential expression results between RBP4-TRAP and TRAP VGAT-TRAP. Genes with transcripts enriched in each cell type compared with each other. Column names are as in Figure 2-1. Download Figure 2-3, XLS file.

### Defining the local and somatic translation candidates in each neuron type

Local translation candidates [(cpm_SynapTRAP_ > cpm_SNF_) ∩ (cpm_SNF_ > cpm_WCH_)] were identified as those enriched by both SNF and by TRAP using a single-variable generalized linear model. Somatic transition candidates [(cpm_WCH_ > cpm_SNF_) ∩ (cpm_TRAP_ > cpm_WCH_)] were identified as those enriched by TRAP but depleted by cellular fractionation. These are as described in the study by Ouwenga et al. (2017) and are reported in Figure 3-1, Figure 3-2, Figure 3-3, and Figure 3-4.

10.1523/ENEURO.0320-18.2018.f3-1 Figure 3-1 Table of RBP4 local translation candidates. Full table of RBP4 local translation candidates. Table of transcripts enriched by both cellular fractionation and by TRAP on RBP4-TRAP mice. Column names are as in Figure 2-1. Two sets of EdgeR analyses included, byColumn refers to SNF > WCH comparison. byTRAP refers to TRAP > WCH comparison. Download Figure 3-1, XLS file.

10.1523/ENEURO.0320-18.2018.f3-2 Figure 3-2 Table of VGAT local translation candidates. Full table of VGAT local translation candidates. Table of transcripts enriched by both cellular fractionation and by TRAP in VGAT-TRAP mice. Column names are as in Figure 2-1. Download Figure 3-2, XLS file.

10.1523/ENEURO.0320-18.2018.f3-3 Figure 3-3 Table of RBP4 somatic translation candidates. Full table of RBP4 somatic translation candidates. Table of transcripts enriched by TRAP but depleted by cellular fractionation in RBP4-TRAP mice. Column names are as in Figure 2-1. Download Figure 3-3, XLS file.

10.1523/ENEURO.0320-18.2018.f3-4 Figure 3-4 Table of VGAT somatic translation candidates. Full table of VGAT somatic translation candidates. Table of transcripts enriched by TRAP but depleted by cellular fractionation in VGAT-TRAP mice. Column names are as in Figure 2-1. Download Figure 3-4, XLS file.

### Defining differential translation candidates between neuron types

The desired comparisons between groups were achieved using the following contrasts: WCH = RBP4_WCH − VGAT_WCH; ST_RBP4vVGAT = RBP4_ST − VGAT_ST; interaction = (RBP4_ST − VGAT_ST) − (RBP4_TRAP − VGAT_TRAP).

We first confirmed that only a small number of genes was differentially expressed in the WCH contrasts between the two lines. These were excluded from all differential expression candidate lists.

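At an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of the genes tested between the lines differed in WCH. At an unadjusted p under 0.05, 426 genes did. Wdfy1 (chromosome 1, 79702262 to 79776143, GRCm38) was higher in the RBP4 line, with a log2 fold change of 1.12 (standard error 0.20, edgeR adjusted p = 0.0394). Its mean was 77.2 ± 17.5 cpm in RBP4 WCH and 35.4 ± 2.72 cpm in VGAT WCH (SD, n = 5 each), and RBP4 was the higher in 5 of 5 same-numbered pairs. Its edgeR adjusted p passed the threshold in 2 of the 10 fits that each left out one pool. Gm4737 was higher in the VGAT line, with a log2 fold change of -3.82 (standard error 0.60, edgeR adjusted p = 0.00706). Between the TRAP and the ST libraries Gm4737 differed by -4.36 and -3.75, and Wdfy1 by 1.47 and 1.56. With the likelihood ratio test, 4 genes differed in WCH. The replicate number as a block left the number at 2. Same-numbered WCH libraries of both lines deviated together from their group means, with a mean correlation of 0.309 against -0.072 for differently numbered ones. Both genes were left out of the lists of ST differences. Among genes that separated every RBP4 from every VGAT WCH library, the smallest p belonged to Wdfy1 and Pde6c (2.00, edgeR adjusted p = 0.08) upward and to Mrpl36 (-0.62) and Mrpl34 (-0.74) downward (edgeR adjusted p = 0.83 and 1). Pde6c passed with the likelihood ratio test (adjusted p = 0.00365) and DESeq2 (0.000692). In edgeR's quasi-likelihood test it passed with DESeq2's size factors (0.0391) and with all 40 libraries (0.0208). It did not pass there with TMM (0.055) or the replicate block (0.0953), and passed in 1 of the 10 fits without one pool. Pde6c was kept in the ST lists, with a log2 fold change of 1.98 there. It lies at 38132781 to 38183947 on chromosome 19, near Rbp4 (38116620 to 38125321), for which the Cre transgene of the RBP4 line is named. Whether its excess in RBP4 libraries marks the cell type or the line was not tested.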

Next, the “ST_RBP4vVGAT” contrast represents a direct comparison between the ST samples of the two cell types. The significant candidates are reported in Figure 6-1, and Figure 6-2. Finally, to identify post-transcriptional regulation, we used an “Interaction” comparison to represent the difference in the effect cell type between the two cellular compartments (TRAP compared with ST). This is analogous to an interaction effect in a two-way ANOVA and is reported in Figure 9-1.

### Gene ontology and cell type-specific expression analysis

Gene ontologies pathway analysis was conducted with the BINGO (3.0.3) plugin for Cytoscape 2.8.2 (Maere et al., 2005). A hypergeometric test with Benjamini–Hochberg multiple testing correction was implemented to detect overrepresented categories from GO_MF, GO_BP, and GO_CC using a cutoff of *p* = 5E-8. Results in Figure 4-1, Figure 4-2, Figure 4-3, Figure 7-1, and Figure 7-2.

10.1523/ENEURO.0320-18.2018.f4-1 Figure 4-1 GO analysis results of RBP4 local translation candidates with a significance cutoff, *p* = 5E-8. Full table of GO analysis results of RBP4 local translation candidates with a significance cutoff, *p* = 5E-8. Column headers are generated by BINGO and include *GO ID* (Gene Ontologies Category number), *Description* (provided by GO), *p* value of hypergeometic, test, corr p-val (*p* value after Benjamin-Hochberg correction), *cluster freq* (number of GO genes in the local translation list), *total freq* (number of genes in the GO term list compared with all annotated genes), and *genes* (a list of the genes in the intersection). Download Figure 4-1, XLS file.

10.1523/ENEURO.0320-18.2018.f4-2 Figure 4-2 GO analysis results of VGAT local translation candidates with a significance cutoff, *p* = 5E-8. Full table of GO analysis results of VGAT local translation candidates with a significance cutoff, *p* = 5E-8. Column headers are as in Figure 4-1. Download Figure 4-2, XLS file.

10.1523/ENEURO.0320-18.2018.f4-3 Figure 4-3 GO analysis results of shared local translation candidates with a significance cutoff, *p* = 5E-8. Full table of GO analysis results of shared local translation candidates with a significance cutoff, *p* = 5E-8. Column headers are as in Figure 4-1. Download Figure 4-3, XLS file.

Cell type-specific expression analysis (CSEA) was conducted as described previously (Xu et al., 2014), using the top 200 genes with FDR <0.05, sorted by log fold change, enriched in TRAP sample compared with the corresponding WCH (see Fig. 2*C*,*D*).

### Sequence feature analysis

The 3´ UTRs of the local translation candidates were downloaded through Biomart (RRID:SCR_002987; Smedley et al., 2015). The longest available UTR sequence for each candidate was selected. To identify enriched motifs (MEME Suites), these 3´ UTRs were input to MEME Suites version 4.12.0 (RRID:SCR_001783; Bailey et al., 2009). For a comparison group, the longest available UTRs were also downloaded for the somatic translation candidates (top 500 by combined absolute value of the log fold change) from the corresponding cell type, and these were used as background controls for the identification of motifs in the local translation candidates. In a second analysis focusing on the differentially translated candidates between cell types, for the UTR of each cell type, the 3´ UTR sequences of the alternate cell type were used as controls for the identification of known motifs [AME (Analysis of Motif Enrichment)].

### Immunofluorescence

Brains were harvested from postnatal day 21 mice and fixed for 48 h in 4% paraformaldehyde followed by 48 h in 30% sucrose in 1× PBS. Brain was then cut down the midline before freezing in OCT compound (optimum cutting temperature compound; catalog #23-730-571, Thermo Fisher Scientific). A cryostat was used for slide mounting 10 μm sagittal sections of brain tissue. Slides were stored at −80°C.

Slides were incubated in a blocking solution (PBS, 5% donkey serum, 0.1% Triton-X 100) for 1 h in a humidified chamber at room temperature, then with chicken anti-GFP primary antibody (1:1000; RRID:AB_10000240) in blocking solution overnight in humidified chamber at 4°C. Following washes in PBS, slides were incubated in donkey anti-chicken Alexa Fluor-488 secondary antibody (diluted 1:400 in blocking solution). Slides were washed with PBS, incubated with DAPI, washed again, and mounted with Prolong Gold.

### Fluorescence ISH

High titer of a virus expressing a yellow fluorescent protein (YFP)-tagged membrane-localized protein (channelrhodopsin), serotyped as AAV5 [adeno-associated virus 5; AAV5-EF1a-DIO-hChR2(H134R)-EYFP], was obtained from the Hope Center Viral Vector Core (Washington University School of Medicine). One-day-old pups from the two Cre lines were injected with the virus to produce sparse Cre-dependent labeling of neurite membranes. At 21 d, the animals underwent a 4% paraformaldehyde transcardial perfusion, 12 h incubation in 15% sucrose in PBS, and 12 h incubation in 30% sucrose in PBS at 4°C. Coronal sections (18 μm) were cut onto slides with a cryostat, and these were postfixed in 4% paraformaldehyde. Slides were hybridized at 63°C with a 100 ng Dig-labeled antisense RNA probe created with T7 polymerase (catalog #P2075, Promega), from PCR products using primer sequences from the Allen Brain Atlas (Lein et al., 2007), and DIG RNA Labeling Mix (catalog #11277073910, Roche) according to the manufacturer protocol. cDNA was created using Superscript 3 and random hexamer priming (catalog #18080093, Thermo Fisher Scientific). Probe detection was performed using Sheep Anti-Dig-POD (catalog #11207733910, Roche) followed by Tyramide Signal Amplification Cyanine 3 Tyramide (catalog #NEL704A001KT, PerkinElmer). Post-ISH, slides underwent an immunofluorescence labeling as described above. Samples were imaged on a Zeiss Imager.Z2 confocal microscope at 1048 × 1048 pixel resolution at constant settings across probes. For each probe, three slices from each of the two RBP4-CRE mice and two VGAT-CRE mice (male and female) were imaged for YFP-positive neurites using a 40× oil lens.

Images were quantified using ImageJ software by macros that were consistent across probes. First, each channel was converted to a black and white image using a threshold on brightness. Using the image calculator, the area of NeuN and DAPI were subtracted from the YFP channel to mask the soma area of the neurons. This area was quantified and used as a YFP-neurite area. Overlapping puncta from the Cy3 ISH signal channel with this resulting YFP signal were quantified with analyze particles (size, 0.5 μm^2^ to infinity; circularity, 0-1.00). The number of puncta were divided by the area of the YFP signal for final analysis. Significance of overlap with YFP was determined with a Wilcoxon–Mann–Whitney test comparing each probe to the no-probe control. Planned comparisons were also conducted across cell types.

The following probe primers were used: *Sst* (RP_090901_02_A05): forward, ACGCTACCGAAGCCGTC; reverse, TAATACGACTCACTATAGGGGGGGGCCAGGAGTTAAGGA; and *Cort* (RP_051101_02_C12): forward, AAACACCACAGAAGAGACCCTC; reverse, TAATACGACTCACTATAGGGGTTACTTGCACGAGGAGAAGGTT.

### Quantitative PCR

Three additional independent biological replicates of the WCH, TRAP, SNF, and ST were collected from each mouse line as described above and reverse transcribed using Quanta qScript Reverse Transcriptase (catalog #84002, QuantaBio). Three technical replicates of each of these samples and the five samples that were used in RNA-seq were quantified with Power UP iTaq Universal Sybr green (catalog #1725120, BIO-RAD) on a QuantStudio 6 Flex (Applied Biosystems) in a 10 µl volume with amplicons of <200 nt. β-Actin was used as an endogenous control. Statistical testing was determined by ANOVA with 5 df in R statistical software. Primer sequences from PrimerBank (X. Wang et al., 2012) were as follows: *Cort* [PrimerBank ID (PBID), 6680984a1]: forward, GAGCGGCCTTCTGACTTTCC; reverse, GGGCTTTTTATCCAGGTGTGG; *Sst* (PBID, 6678035a1): forward, ACCGGGAAACAGGAACTGG; reverse, TTGCTGGGTTCGAGTTGGC; and *Shank3* (PBID, 255918226c1): forward, CCGGACCTGCAACAAACGA; reverse, GCGCGTCTTGAAGGCTATGAT.

## Results

We aimed to investigate the local translation profiles of forebrain GABAergic neurons and pyramidal neurons of the cortex, two functionally and morphologically distinct neuronal types, using SynapTRAP. To target these neurons, we bred Cre-dependent TRAP reporter mice (Zhou et al., 2013) to the following two well characterized Cre lines: Tg(RBP4-cre)^KL100Gsat/Mmcd^, targeting layer 5 pyramidal cells (Beltramo et al., 2013); and Slc32a1^tm2(cre)Lowl^/J, targeting any GABAergic neurons, as defined by their expression of VGAT (Vong et al., 2011). Progeny are referred to as RBP4-TRAP and VGAT-TRAP. Immunofluorescence of the GFP-tagged ribosomal proteins shows robust expression in layer 5 pyramidal neurons for RBP4-TRAP mice (Fig. 1*A*,*B*) and a regularly distributed pattern in all layers, consistent with interneurons, for VGAT-TRAP mice (Fig. 1*C*,*D*). At higher magnification, GFP-tagged ribosomal proteins were also observed in the neurites of each line (Fig. 1*C*,*F*), indicating the potential to harvest ribosome-bound transcripts from this compartment. Therefore, from each line we collected five forebrain replicates for analysis of local translation. From each biological replicate, we harvested the following four samples: the total RNA from the region (WCH), RNA enriched from all ribosomes in neuron cell type of interest (TRAP), RNA from forebrain synaptoneurosomal fractions (SNF), and ribosome-bound RNA enriched from the neuron cell type of interest from the SNF (SynapTRAP:ST), as described previously (Ouwenga et al., 2017).

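For the RBP4-TRAP line, which tags ribosomes of layer 5 pyramidal neurons, and the VGAT-TRAP line, which tags those of GABAergic neurons, 5 pools of mice at 21 d gave 4 fractions each, or 40 libraries in 8 groups. The authors deposited the number of uniquely aligned reads they had counted on each gene, together with CPM and RPKM derived from it, for each library by itself. Between 14259535 and 22037703 reads per library were counted on genes, with a median of 17143957. The 10 genes with most counts took between 5.36% and 13.3% of a library. Counts were tested here with edgeR's quasi-likelihood test on the group means, with library sizes taken after mitochondrial, rRNA and tRNA genes had been left out. Fits within a line used its 20 libraries, and fits between lines used the 30 WCH, TRAP and ST libraries. Adjusted p values are Benjamini-Hochberg values from these fits, and cpm values are means ± SD over 5 libraries. Standard errors are the size of the log2 fold change over the square root of the F statistic. Dispersion was estimated over all groups of a fit. Standard errors and p values therefore do not measure the spread of the compared groups alone. One count equalled between 0.0455 and 0.112 cpm, which bounds the precision for rare transcripts. Libraries of a line with the same number came from one pool. Their deviations from the group means correlated with a mean of 0.211 across fractions of the RBP4 line, against -0.053 for libraries with different numbers. For the VGAT line the values were 0.260 and -0.061. For the lists and for some genes, results of fits with the pool or replicate number as a block are given as well. As a check of the labels, Slc32a1, which encodes VGAT, was measured in every library. It was between 48.4 and 77.2 cpm in VGAT TRAP and between 1.49 and 4.99 cpm in RBP4 TRAP. Among ST libraries, Slc32a1 was 49.9 cpm in the library labelled RBP4 ST replicate 4, against 10.8 to 19.7 cpm in the other RBP4 ST libraries and 23.3 to 51.4 cpm in VGAT ST. The level of Slc32a1 goes against the label. Those of Sst (161 cpm) and Cort (4.63 cpm) in this library do not, since each was below that of every VGAT ST library. This library is kept under its label, and directions drawn from ST include it.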

**Figure 1.**
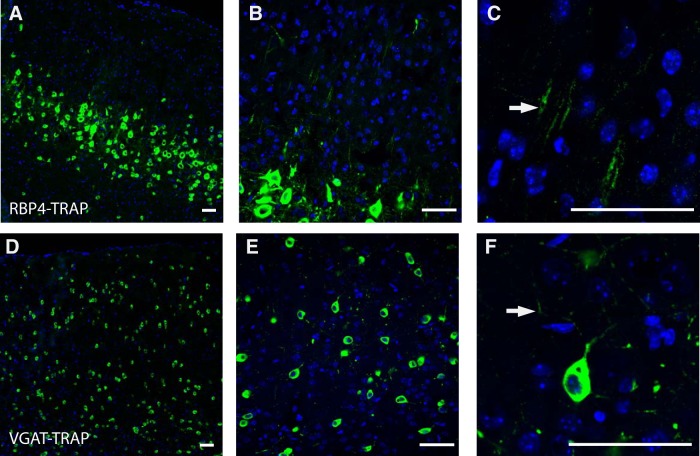
Immunofluorescence of RBP4-TRAP and VGAT-TRAP lines shows expected cellular expression patterns and localization of ribosomal protein L10a-GFP fusion to neurites. ***A***, RBP4-driven Cre line expresses the TRAP construct, designed to tag ribosomes with GFP, in layer 5 pyramidal neurons (10×). ***B***, Labeling extends into primary dendrites that continue into the upper layers of the cortex (40×). ***C***, An example of a RBP4-TRAP dendrite with GFP-tagged ribosomal proteins (arrow). ***D***, VGAT-driven Cre line expresses the TRAP construct in pattern consistent with interneurons of the cortex (10×). ***E***, Images at a higher magnification (40×) highlight that the GFP-tagged ribosomal proteins localize in neurites. ***F***, An example of the neurites of a single VGAT-TRAP neuron with GFP-tagged ribosomal proteins (arrow). Green, GFP; blue, DAPI nuclear stain. Scale bars, 50 μm.

First, we verified that the harvest of mRNA by TRAP generated the expected enrichment characteristic of each cell type. TapeStation analysis revealed that TRAP and ST samples all showed the expected robust capture of both 18S and 28S ribosomal RNAs, indicating that the GFP-Rpl10a fusion protein was being incorporated into the large subunit in all fractions, and that these subunits were being recruited to 18S bound mRNA (data not shown), consistent with prior studies using this method on other cells (Ouwenga et al., 2017; Sakers et al., 2017). We then sequenced the transcripts from each sample using RNA-seq. 

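In the RBP4 line, 1427 of 17043 genes were higher in TRAP than in WCH and 5372 lower at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. The pool as a block gave 1772 and 6335. The correlation of deviations between TRAP and WCH of one pool was 0.309, against -0.077 between pools. In VGAT libraries, 3561 of 16990 genes were higher and 7106 lower, and with the block 3809 and 7510. There the correlations were 0.404 and -0.105. Of the alternatives, DESeq2 moved the number of RBP4 genes higher in TRAP most, to 3536, and TMM gave 3296 higher and 3815 lower. For the VGAT line TMM gave 4987 genes higher and 5530 lower, so that the balance of directions depended on the scaling. Of glial genes labelled in Figure 2, Qk, Slc1a2 and Gfap were lower in TRAP than in WCH in each of the 5 pools of each line. In the RBP4 line, Qk fell from 638 ± 174 cpm in WCH to 73.4 ± 32.4 cpm in TRAP (SD, n = 5 each), a log2 fold change of -3.12 (standard error 0.36, edgeR adjusted p = 1.71e-06), or -2.78 relative to the median of all genes. Slc1a2 changed there by -2.29 (standard error 0.47, edgeR adjusted p = 0.000558) and Gfap by -2.38 (standard error 0.50, edgeR adjusted p = 0.00078). In the VGAT line, the log2 fold changes were -2.71 for Qk, -2.97 for Slc1a2 and -2.06 for Gfap. Among genes that separated every TRAP from every WCH library, the smallest p in the RBP4 line belonged upward to a RIKEN gene (1.96) and Edf1 (1.61), and downward to Olfml1 (-3.03) and Sema5a (-2.48). In the VGAT line they were Dlx1 (2.57) and Syndig1l (2.58) upward and Sp1 (-2.38) and Atf7 (-2.40) downward.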

Comparing standard TRAP to WCH RNA, each sample was well depleted for markers of glial cells (purple) and enriched for genes known to be expressed in cortical interneurons (blue) or projection neurons (red), respectively, confirming the enrichment of ribosome-bound RNA from each cell type (Fig. 2*A*,*B*, Fig. 2-1, Fig. 2-2). 

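Between the TRAP libraries of the lines, 2183 of 16898 genes were higher in the RBP4 line and 2546 in the VGAT line at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. When a change of at least 1.5-fold was required as well, 1895 and 2190 genes remained. The replicate number as a block gave 2213 and 2643, where same-numbered TRAP libraries of both lines had a mean correlation of deviations of 0.236 and differently numbered ones -0.049. The median log2 fold change of all tested genes was -0.01. TMM changed the balance to 2517 genes higher in RBP4 TRAP and 2208 higher in VGAT TRAP. Among genes that separated every RBP4 library from every VGAT library, those with the smallest p were Etv1 (log2 fold change 2.19) and Tmem232 (3.78) for the RBP4 line. Those for the VGAT line were Dlx1 and Pcp4l1 (-4.87).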

Further, directly comparing VGAT-TRAP to RBP4-TRAP mice identified thousands of transcripts (Fig. 2-3) enriched uniquely in the lines, as indicated by CSEA, a tool that compares the current gene lists to empirically defined lists of genes with “marker-like” expression in previously analyzed cell types at a variety of thresholds (Xu et al., 2014). In this analysis, the transcripts from RBP4-TRAP mice overlapped with markers derived from previous profiles of deep-layer projection neurons (Fig. 2*C*), with modest signaling from the Pnoc^+^ line, which labels a mix of projection and interneurons (Doyle et al., 2008). Likewise, the VGAT-TRAP profiles overlapped with prior profiles of Pnoc and cortistatin TRAP mice from cortex (Fig. 2*D*), lines confirmed to be expressed in interneurons (Nakajima, 2012). This overlap was driven by known markers of interneurons such as *Sst*, *Cort*, *Dlx1/2*, and *Htr3a*, as well as markers of projection neurons, such as *Fezf2* and *Slc17a7*, each of which showed robust enrichment in the appropriate cell type, particularly when they were directly compared (Fig. 2*E*). It was also clear from CSEA that the rapid forebrain dissection used for synaptoneurosome preparation here (Westmark et al., 2011; Ouwenga et al., 2017) likely included some dorsal striatum, as the VGAT-TRAP samples were also enriched in markers of GABAergic striatal Drd1 and Drd2^+^ medium spiny neurons, such as *Tac1*, *Adora2a*, *Drd1*, and *Drd2* (yellow), as well as markers of the subpopulation of Drd2 MSNs that are striatal cholinergic interneurons (*Chat*, *Slc18a3*), which are shared with other cholinergic populations (data not shown). Thus, we were confident we had enriched for ribosome-bound RNA from contrasting neuronal cell types.

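Log2 fold changes below are RBP4 TRAP over VGAT TRAP, so that a negative value is higher in the VGAT line, and adjusted p values are from edgeR's quasi-likelihood test. Sst (chromosome 16, 23889581 to 23890844, GRCm38) had 145 ± 25.2 cpm in RBP4 TRAP and 2825 ± 478 cpm in VGAT TRAP (SD, n = 5 each). Its log2 fold change was -4.29 (standard error 0.37, edgeR adjusted p = 2.18e-10). Cort (chromosome 4, 149125034 to 149126763) changed by -3.74 (standard error 0.30, edgeR adjusted p = 4.81e-11). The values were -5.25 for Dlx1, -4.76 for Dlx2 and -4.37 for Htr3a. Fezf2 was higher in the RBP4 line, with 125 ± 32.6 against 7.67 ± 6.13 cpm and a log2 fold change of 4.03 (standard error 0.38, edgeR adjusted p = 9.78e-10). Slc17a7 changed by 3.24 (standard error 0.35, edgeR adjusted p = 1.53e-08). In the 10 fits that each left out one pool, Sst stayed between -4.39 and -4.18 and Slc17a7 between 3.05 and 4.01. With the replicate number as a block, Sst changed by -4.29 and Fezf2 by 4.05, the pairing check being that of the TRAP comparison. For each of these 7 genes, the 5 same-numbered pairs of libraries all differed in the direction given. Between the WCH libraries, Sst and Cort differed by -0.29 and -0.23 (edgeR adjusted p = 1 for both). RBP4 WCH was the higher in 0 of 5 same-numbered pairs for Sst and in 1 of 5 for Cort. Sst ran from 151.3 to 209.6 cpm in RBP4 WCH and from 211.3 to 227.6 cpm in VGAT WCH, so that the lines did not overlap. The test used a dispersion estimated over WCH, TRAP and ST libraries together, so that its p does not rule out a small difference.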

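Tac1 rose in the VGAT line from 76.3 ± 20.6 cpm in WCH to 523 ± 70.6 cpm in TRAP (SD, n = 5 each), a log2 fold change of 2.78 (standard error 0.30, edgeR adjusted p = 1.49e-07) and 3.09 relative to the median of all genes. Adora2a changed by 2.62 (2.93 relative to that median), Drd2 by 2.17 and Drd1 by 1.07 (standard error 0.23, edgeR adjusted p = 0.000451). Chat changed by 1.01 (standard error 0.30, edgeR adjusted p = 0.00545), and its edgeR adjusted p was 0.0561 with all 40 libraries in one fit. Slc18a3 changed by 2.06 and was 1.94 ± 0.478 cpm in WCH. A block for the pool gave 2.80 for Tac1 and 1.04 for Chat, with the pairing check of TRAP and WCH. All 6 genes were higher in TRAP than in WCH in 5 of 5 VGAT pools. Between the TRAP libraries of the lines, RBP4 over VGAT, the log2 fold changes were -4.38 for Tac1, -5.54 for Adora2a, -3.13 for Drd1, -4.60 for Drd2, -3.52 for Chat and -4.45 for Slc18a3. Adora2a and Slc18a3 were at 0.603 and 0.376 cpm in RBP4 TRAP.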

**Figure 2.**
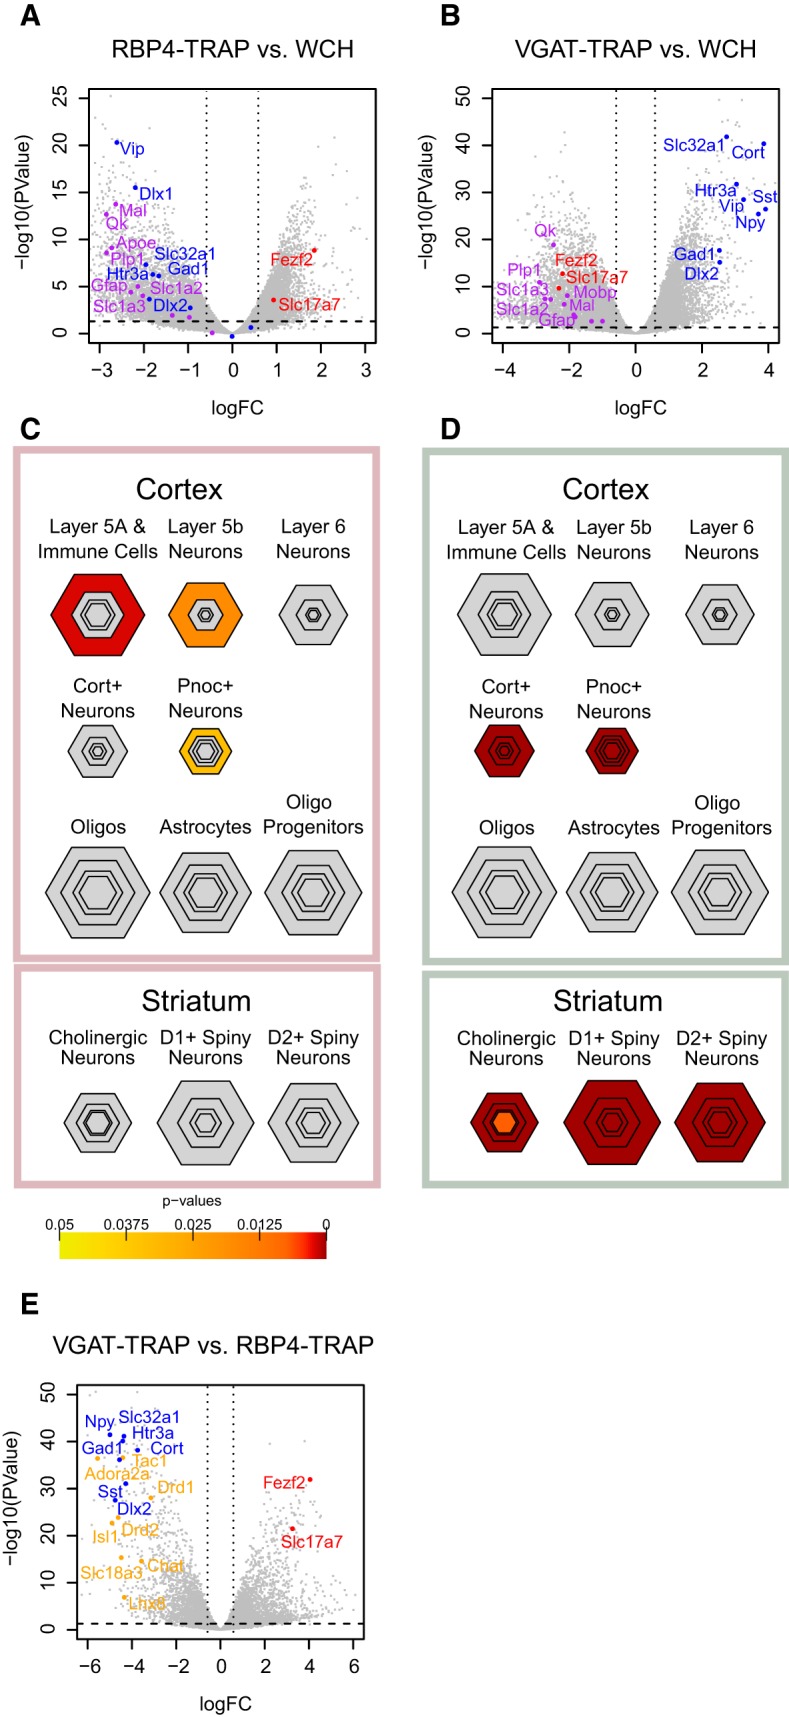
TRAP enriches ribosome-bound mRNA from cortical projection neurons and GABAergic forebrain populations. ***A***, A volcano plot illustrates thousands of transcripts that are enriched by RBP4-TRAP when compared with cortical RNA (WCH). This includes known layer 5 transcripts (red) including the vesicular glutamate transporter 1 (*Slc17a7*) and the transcription factor *Fezf2*. The sample is relatively depleted for glial genes (purple) and markers of interneurons (blue). The horizontal dashed line demarcates *p* < 0.05, and vertical lines down 1.5-fold show enrichment or depletion. ***B***, A volcano plot illustrates that thousands of transcripts are enriched in VGAT-TRAP compared with WCH, including known markers of interneurons such as VGAT (*Slc32a1*), Gad, *Npy*, *Sst*, *Cort*, and *Dlx2*. Glial and layer 5 transcripts are depleted. ***C***, CSEA analysis of the top 200 genes enriched in RBP4-TRAP over WCH shows significant overlap with previously defined layer 5 expressed genes. Hexagons represent gene lists enriched to each cell type, with smaller hexagons representing smaller and more stringent gene lists. These are color coded by the significance of Fisher exact test results on overlap with RBP4-TRAP data. ***D***, CSEA analysis of top 200 genes enriched in VGAT-TRAP over WCH significantly overlap with previously defined interneuron-expressed genes (Pnoc^+^ and Cort^+^ TRAP lines), as well as genes expressed in striatal GABAergic cells (D1^+^, D2^+^, and ChAT neurons). ***E***, Volcano plot of a direct comparison of VGAT-TRAP with RBP4-TRAP demonstrates even more robust enrichment of layer 5 transcripts and makers of GABAergic cells in cortex (blue) and confirms the expression of markers of GABAergic neurons of striatum (orange). Figure 2-1: DE results between TRAP and WCH of RBP4-TRAP. Figure 2-2: DE results between TRAP and WCH of VGAT-TRAP. Figure 2-3: DE results between TRAP RBP4-TRAP and TRAP VGAT-TRAP.

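With a change of at least 1.5-fold required besides the adjusted p, 1194 genes were higher and 5105 lower in RBP4 TRAP than in WCH. Slc17a7 was 552 ± 87.5 cpm in TRAP and 362 ± 75.6 cpm in WCH (SD, n = 5 each). Its log2 fold change was 0.61 (standard error 0.21, edgeR adjusted p = 0.0216), or 0.95 relative to the median of all genes, and TRAP was the higher in 5 of 5 pools. The edgeR adjusted p of Slc17a7 passed the threshold in 2 of the 5 fits that each left out one pool. Fezf2 was 43.7 ± 14.7 cpm in WCH and changed by 1.52 (standard error 0.32, edgeR adjusted p = 0.000712), or 1.86 relative to that median. Slc32a1 was lower in TRAP, with a log2 fold change of -2.25 (standard error 0.37, edgeR adjusted p = 6.81e-05). Rbp4 rose by 0.74 (standard error 0.29, edgeR adjusted p = 0.0484) in this line, from 12.8 ± 2.91 to 21.4 ± 4.55 cpm. The edgeR adjusted p of Rbp4 passed in 0 of the 5 fits that left out one pool, and was 0.0321 with the pool as a block, whose pairing check for TRAP and WCH stands with the numbers of changed genes.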

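In VGAT TRAP against WCH, 2610 genes were higher and 6154 lower at an adjusted p of at most 0.05 in edgeR's test and a change of at least 1.5-fold. Slc32a1 rose from 10.3 ± 1.01 to 58.4 ± 11.6 cpm (SD, n = 5 each). Its log2 fold change was 2.50 (standard error 0.20, edgeR adjusted p = 3.13e-09), and 2.81 relative to the median of all genes. The other labelled genes changed by 2.28 for Gad1, 3.46 for Npy, 3.67 for Sst, 3.62 for Cort and 2.29 for Dlx2. Each of these 6 genes was higher in TRAP than in WCH in every pool, and the largest of their edgeR adjusted p values was 2.21e-06. Slc17a7 changed by -2.55 and Fezf2 by -2.44 (edgeR adjusted p = 5.65e-06 and 9.55e-07). Rbp4 rose by 3.00 (standard error 0.25, edgeR adjusted p = 6.23e-09), from 14.5 ± 1.45 to 116 ± 21.7 cpm. The pool as a block gave 2.50 for Slc32a1 and 2.99 for Rbp4, with the pairing check of TRAP and WCH. From these comparisons the paper concludes that ribosome-bound RNA of each cell type had been enriched.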

We also verified that the fractionation for neurite RNAs enriched for individual transcripts previously identified as translated in neurites in neurons from other brain regions. 

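Dlg4 (chromosome 11, 70017085 to 70045532, GRCm38) was 58.3 ± 8.58 cpm in RBP4 WCH and 50.6 ± 5.91 cpm in RBP4 SNF (SD, n = 5 each), and SNF was the higher in 1 of 5 pools. The log2 fold change of SNF against WCH was -0.20 (standard error 0.18, edgeR adjusted p = 0.364). VGAT libraries had Dlg4 at 53.6 ± 5.72 cpm in WCH and 45.1 ± 5.97 cpm in SNF, higher in SNF in 0 of 5 pools, with a log2 fold change of -0.25 (standard error 0.13, edgeR adjusted p = 0.103). The directions depended on the scaling, and the threshold on other settings too. With no genes left out the VGAT change was -0.55 (edgeR adjusted p = 0.00144), and without replicate 3 it was -0.30 (edgeR adjusted p = 0.0481). Relative to the median of all genes the changes were 0.29 and 0.27, and with TMM they were 0.14 and 0.11 (edgeR adjusted p = 0.59 and 0.499). As a block, the pool gave -0.21 and -0.25 (edgeR adjusted p = 0.31 and 0.0501), with the pairing check of SNF and WCH given at the candidates. From SNF to ST, Dlg4 rose to 99.3 ± 29.1 cpm in the RBP4 line and 101.8 ± 15.98 cpm in the VGAT line, in 5 of 5 and 5 of 5 pools. The log2 fold changes were 0.97 and 1.18 (edgeR adjusted p = 0.00136 and 7.8e-07). Shank3 (chromosome 15, 89499623 to 89560261) rose from SNF to ST by 2.32 in the RBP4 line (standard error 0.28, edgeR adjusted p = 2.06e-05) and by 2.46 in the VGAT line (standard error 0.21, edgeR adjusted p = 2.33e-08). ST was the higher in 5 of 5 and 5 of 5 pools. With the pool as a block the Shank3 changes were 2.26 and 2.43, where ST and SNF of one pool had a correlation of deviations of 0.438 in the RBP4 line and 0.474 in the VGAT line, against -0.107 and -0.105 between pools. The lines differed by -0.13 for Shank3 and -0.20 for Dlg4 in the change from SNF to ST (edgeR adjusted p = 0.999 for both).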

Consistent with prior studies and our recent profiling of a pan-neuronal line in forebrain, we identified *Psd95* (*Dlg4*) as enriched in the SNF (Westmark et al., 2011) and *Shank3* as enriched in the ST (Cajigas et al., 2012) within all replicates of both the VGAT and RBP4-TRAP lines. This confirms that these genes previously defined as locally translated in neurons from other brain regions are in the current cell types and provides evidence that the method will be effective in these cell types.

### Characterization of local and somatic translation profiles of the neuronal cell types

To identify candidate transcripts showing robust local translation in each cell type, we applied an analysis to select for transcripts that are both enriched in the SNF and bound to ribosomes in the cell type of interest (Fig. 3), per our published strategy (Ouwenga et al., 2017). This intersectional analysis selects for transcripts that were both enriched in the SNF compared with the WCH (showing enrichment in neurites) and enriched in the ST compared with the SNF (on ribosomes from the targeted cell type). 

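Genes were taken as local translation candidates when they were higher in ST than in SNF and higher in SNF than in WCH, each at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. For the RBP4 line 2650 genes were higher in SNF than in WCH, 1992 were higher in ST than in SNF, and 71 were both. The VGAT numbers were 3449, 3809 and 220. With an adjusted p of at most 0.05 required in each comparison, 32 and 134 candidates remained. DESeq2 moved these numbers most, to 277 and 508. Within edgeR, TMM gave 208 and 401, and DESeq2's size factors 269 and 495. The pool as a block gave 89 and 272, where SNF and WCH of one pool had a correlation of deviations of 0.205 in the RBP4 line and 0.375 in the VGAT line, against -0.050 and -0.090 between pools. In the fits that each left out one pool, the number ran from 40 to 118 in the RBP4 line and from 151 to 201 in the VGAT line. Among genes that separated all libraries of both fractions, the smallest p (log2 fold change in brackets) belonged to Ramp1 (1.37) and Serpine2 (1.73) upward and Akap5 (-1.54) and Cstf2t (-1.29) downward in RBP4 SNF against WCH. For VGAT SNF they were Aplp1 (1.56) and Gabbr1 (1.45), and Tsnax (-1.30) and Riok3 (-1.20). From SNF to ST they were C77080 (2.00) and Prr18 (2.60) upward and Olfml1 (-1.66) and Npc1 (-1.59) downward in the RBP4 line, and Dbndd2 (2.37) and Agap1 (1.90), and Slc35f1 (-1.51) and Sgpp1 (-1.27), in the VGAT line. From this intersection the paper takes its candidates for local translation in each cell type.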

From this, RBP4-TRAP neurons had 247 local translation candidates (Fig. 3, Fig. 3-1) and VGAT-TRAP neurons had 480 candidates (Fig. 3*A*, Fig. 3-2). For contrasting controls, we generated a list of candidates for transcripts whose translation is predicted to be sequestered to the somatic, non-neurite, region of the neuron. These “somatic localization” candidates are defined as the intersection of transcripts enriched in the TRAP sample compared with the WCH sample and depleted in the SNF sample compared with the WCH sample (Fig. 3*B*, Fig. 3-3, Fig. 3-4). 

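For the RBP4 line 1947 genes were higher in TRAP than in WCH at an unadjusted p under 0.05, 6924 were lower in SNF than in WCH, and 1013 were both. Of the VGAT genes, 3804 were higher in TRAP, 8012 were lower in SNF, and 2236 were both. At an adjusted p of at most 0.05 in each comparison, 656 RBP4 and 2035 VGAT somatic candidates remained. TMM gave 1244 and 2070, and the pool as a block 1245 and 2426, with the pairing checks given for TRAP and SNF against WCH. Leaving out 1 pool at a time gave 608 to 1101 somatic candidates in the RBP4 line and 1852 to 2297 in the VGAT line. Of the somatic candidates in the paper's tables, 1270 of 1272 for the RBP4 line and 1992 of 1995 for the VGAT line changed in both listed directions here. Of the somatic candidates found here, 479 of 1013 RBP4 genes and 1363 of 2236 VGAT genes are in those tables. With TMM these numbers were 1185 of 1244 and 1908 of 2070.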

Note here that we are using the word “somatic” as a shorthand for “depleted in the SNF” as true physical dissection of somas from neurites in densely intermingled regions such as the cortex would not be feasible (see also Discussion).

**Figure 3.**
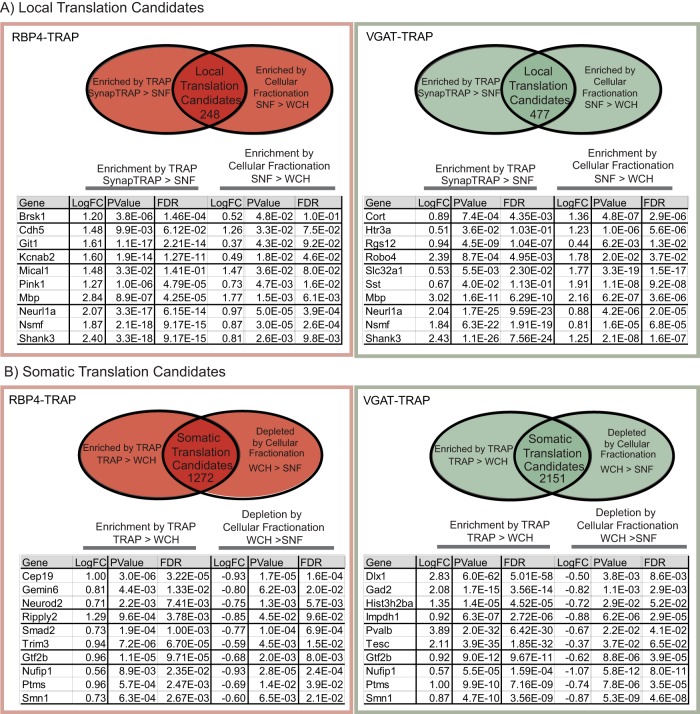
SynapTRAP identifies local translation candidate transcripts for both RBP4 and VGAT-TRAP. ***A***, Tables of 10 representative local translation candidate transcripts from each of the cell types and Venn diagrams illustrating the analysis conditions used to generate each list of candidates. ***B***, Tables of 10 representative somatic candidates from each of the cell types and Venn diagrams illustrating the analysis conditions used to generate each list of candidates. Figure 3-1: Table of RBP4 Local Translation Candidates. Figure 3-2: Table of VGAT Local Translation Candidates. Figure 3-3: Table of RBP4 Somatic Translation Candidates. Figure 3-4: Table of VGAT Somatic Translation Candidates.

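Of the 10 local translation candidates shown for the RBP4 line, all 10 were higher in ST than in SNF and in SNF than in WCH, and 3 passed both comparisons at an unadjusted p under 0.05 (Mbp, Neurl1a and Nsmf). Git1 rose by 1.52 from SNF to ST and by 0.03 from WCH to SNF. Of the 10 shown for the VGAT line all 10 had both directions and 8 passed, Rgs12 and Robo4 being the others. Robo4 rose by 2.41 and 1.49. With TMM, 9 of the 10 RBP4 genes passed and 8 of the 10 VGAT genes did, where Htr3a and Sst no longer passed and Rgs12 and Robo4 did. Of the 10 somatic candidates shown for each line, all had both directions, and 5 passed in the RBP4 line and 10 in the VGAT line. With TMM, 10 of the 10 somatic genes passed in each line. Pvalb rose by 3.62 in VGAT TRAP and changed by -1.01 in SNF. Mbp, shown for both lines, rose by 2.73 and 3.06 from SNF to ST.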

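Camk2a (chromosome 18, 60925618 to 60988152, GRCm38) had 1130 ± 232.3 cpm in RBP4 WCH, 1716 ± 178 cpm in SNF and 3942 ± 1471 cpm in ST (SD, n = 5 each). Its log2 fold change was 0.60 from WCH to SNF (standard error 0.29, edgeR adjusted p = 0.0875) and 1.20 from SNF to ST (standard error 0.29, edgeR adjusted p = 0.0095). Camk2a of the VGAT line was at 1064 ± 82.2, 1517 ± 153 and 4760 ± 293 cpm, changes of 0.51 (edgeR adjusted p = 0.113) and 1.65 (edgeR adjusted p = 0.000133). Every pool of both lines rose at both steps. Relative to the median of all genes, the first step was 1.10 in the RBP4 line, and with TMM it was 0.94 and 0.87 in the lines (edgeR adjusted p = 0.0113 and 0.0141). As a block, the pool gave 0.62 and 0.50 (edgeR adjusted p = 0.0493 and 0.0888), with the pairing check given for SNF and WCH. Shank3 rose by 0.45 from 15.6 ± 4.51 to 21.3 ± 2.57 cpm from RBP4 WCH to SNF (edgeR adjusted p = 0.166, and 0.0953 with the pool as a block) and from 12.2 ± 2.17 to 23.0 ± 1.59 cpm in the VGAT line, by 0.91 (standard error 0.21, edgeR adjusted p = 0.000665). Relative to the medians these changes were 0.95 and 1.43. By the rule used here for candidates, Camk2a was a candidate in the RBP4 line and not in the VGAT line and Shank3 a candidate in the VGAT line and not in the RBP4 line. The lines differed by -0.46 in this change of Shank3 and by 0.09 in that of Camk2a (edgeR adjusted p = 1 for both).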

Comparing the two local translation profiles shows that the local transcripts are similar across two neuronal types and that both lists include transcripts known to be translated locally in the hippocampus, such as *Camk2a* and *Shank3*, and a gene ontology (GO) pathway analysis reveals fairly similar pathways showing enrichment of these transcripts (Fig. 4*A*,*B*). Overall, the two cell type lists overlap by 36% of transcripts (Fisher’s exact test, *p* < 0.0001), and GO analysis of these genes highlights cell projection (*p* = 2.96E-10) and cell junction proteins (*p* = 2.3E-10) as common themes (Fig. 4*C*, Fig. 4-1, Fig. 4-2, Fig. 4-3). This suggests that both neuronal cell types use some similar pathways for general synaptic maintenance and function, and that there is a baseline of the local translatome that is shared across neurons.

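Of the 238 genes in either list of local translation candidates, 53 were in both, or 22.3%. Among the 16575 genes tested in both lines, 0.938 would be shared by chance (odds ratio 290, Fisher's exact test over genes, two-sided, p = 7.62e-87). As a share of the shorter list, the overlap was 74.6%. TMM gave 162 of 447 genes, or 36.2%, and all 40 libraries in one fit gave 36.1%. Under the pool as a block it was 22.4%, and leaving out 1 pool at a time gave 13.0% to 29.0%. Genes are not independent replicates, so that the p value describes the lists and not the pools. The step from WCH to SNF involves no capture of tagged ribosomes and is the same comparison in both lines. An overlap above chance is therefore in part expected from the rule, and does not by itself show shared local translation.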

**Figure 4.**
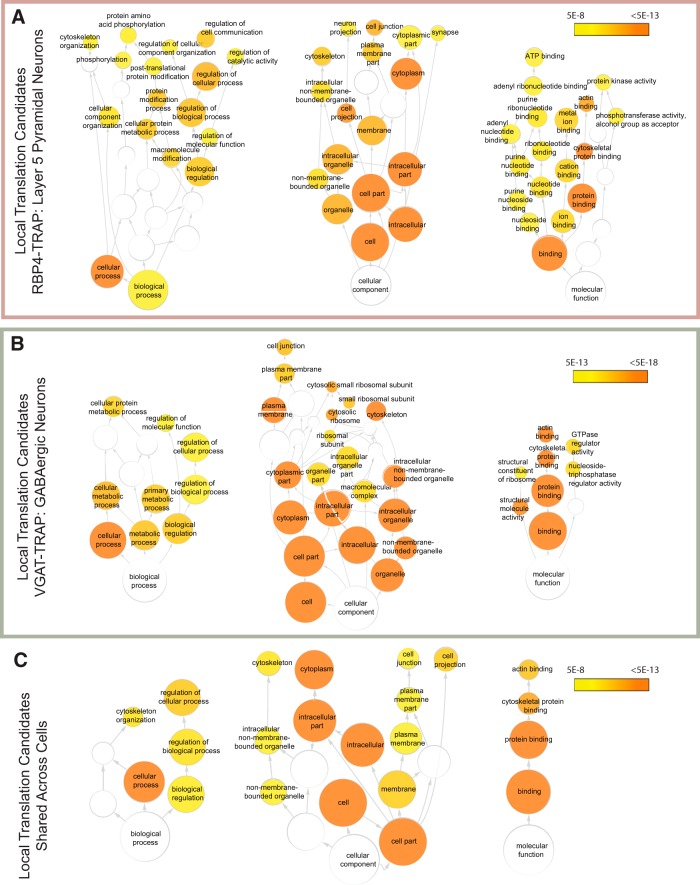
Pathway analysis of local translation candidates. ***A***, A gene ontologies pathway analysis of local translation candidates from the RBP4-TRAP data representing pyramidal neurons reveals significant enrichment of a variety of functional gene categories. Colored nodes represent significant categories and are organized hierarchically from broadest categories (bottom of each tree) to most specific. ***B***, A gene ontologies analysis of local translation candidates from the VGAT-TRAP mouse line, representing GABAergic neurons reveals enrichment in cytoskeletal elements and ribosomal proteins, among other categories. ***C***, A gene ontologies analysis of those transcripts found as local translation candidates in both VGAT-TRAP and RBP4-TRAP mouse lines (intersect) reveals a common theme of cytoskeletal elements. The color key indicates the significance of hypergeometic testing after Benjamini–Hochberg multiple testing correction. Only categories with *p* < 10E-8 (***A***, ***C***) or *p* < 10E-13 are shown (***B***). Figure 4-1: GO analysis results of RBP4 local translation candidates with a significance cutoff *p* = 5E-8. Figure 4-2: GO analysis results of VGAT local translation candidates with a significance cutoff *p* = 5E-8. Figure 4-3: GO analysis results of shared local translation candidates with a significance cutoff *p* = 5E-8. Figure 4-4: GO analysis results of RBP4 TRAP vs WCH enriched transcripts with a significance cutoff *p* = 5E-8. Figure 4-5: GO analysis results of VGAT TRAP vs WCH enriched transcripts with a significance cutoff *p* = 5E-8.

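Of 81 tested genes for cytoplasmic ribosomal proteins, 7 were among the 220 VGAT local translation candidates (odds ratio 7.41, Fisher's exact test over genes, two-sided, p = 8.56e-05). From SNF to ST in the VGAT line, 73 of the 81 rose, with a median log2 fold change of 0.44, and 67 rose with TMM. From WCH to SNF, 45 of the 81 rose, with a median of 0.04. This step depended on the scaling. Under TMM 59 of 81 rose with a median of 0.41, and 22 ribosomal protein genes were among the candidates. When no genes were left out of the library sizes, 0 were candidates. For the RBP4 line 2 of 71 candidates were ribosomal protein genes, and 42 of 80 rose from SNF to ST, with a median of 0.03. The difference between the lines was not tested.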

10.1523/ENEURO.0320-18.2018.f4-4 Figure 4-4 GO analysis results of RBP4 TRAP vs WCH enriched transcripts with a significance cutoff of *p* = 5E-8. Download Figure 4-4, XLS file.

10.1523/ENEURO.0320-18.2018.f4-5 Figure 4-5 GO analysis results of VGAT TRAP vs WCH enriched transcripts with a significance cutoff of *p* = 5E-8. Download Figure 4-5, XLS file.

### Shared features of local candidate transcript sequence across the neuronal cell types

Examining the sequences of the transcripts identified common features for local translation candidates across both pyramidal neurons and GABAergic neurons. 

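The 3´ UTRs were taken from GENCODE M21, using the transcript with the longest 3´ UTR of each gene. The 71 RBP4 local translation candidates had a median 3´ UTR length of 1541 nt, and the 983 somatic candidates with a 3´ UTR had 686 nt, of 1013 in the list. The difference was 855 nt (two-sided permutation test over genes, 100000 resamples, p = 1e-05, the smallest that these resamples allow). Medians in the VGAT line were 1449.5 nt over 212 local and 723 nt over 2112 somatic candidates (permutation p = 1e-05). The mean GC content was 52.2 ± 6.05% and 45.5 ± 7.33% (SD over genes) in the RBP4 line, and 49.6 ± 7.19% and 45.4 ± 7.74% in the VGAT line (permutation p = 1e-05 for each). With the lists in the paper's supplementary tables, the differences in length were 481.5 nt and 464.5 nt. Coding sequences of local candidates were longer as well, with medians of 1722 and 822 nt in the RBP4 line and 1785 and 948 nt in the VGAT line (permutation p = 1e-05 for each).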

Similar to prior results in a pan-neuronal line (Ouwenga et al., 2017), the local translation candidates had 3´ UTRs that were both longer and had higher GC content when compared with the somatic candidates. Longer 3´ UTRs may allow for more binding sites of proteins and miRNAs for the regulation of translation and localization, while higher GC content may influence the stability of these transcripts as they are shuttled to neurites (Wu and Brewer, 2012).

As these regions could contain regulatory sequences that act as binding sites for RNABPs mediating localization or translational control, the 3´ UTRs were analyzed for enriched novel motifs using MEME (McLeay and Bailey, 2010), which identifies enriched sequences in the local translation candidates of each cell type versus their own somatic translation candidates. Similar to previous findings, we again find a motif that highly resembles a G-quadruplex in local candidates (Fig. 5*A*), which is a sequence known to interact with the RNABP fragile X mental retardation protein (FMRP). 

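A G-quadruplex pattern was counted here as 4 runs of at least 3 G, separated by loops of up to 7 bases. RBP4 local candidates had a mean of 0.252 ± 0.516 per kb of 3´ UTR (SD, 71 genes), and the 478 with a 3´ UTR among the 500 somatic candidates with the largest changes had 0.0649 ± 0.283 per kb. The permutation test over genes gave p = 0.00016 (two-sided), and 0.00032 after adjustment over the 4 motifs tested in that line. For the VGAT line the means were 0.275 ± 0.646 over 212 local and 0.119 ± 0.500 over 434 somatic candidates (permutation p = 0.00084, adjusted p = 0.00336). Against somatic candidates matched on 3´ UTR length and GC content, the means of the somatic genes were 0.162 and 0.176 per kb (permutation test, adjusted p = 0.953 and 0.301). MEME was not used here.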

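The signal AATAAA occurred 2.28 ± 2.76 times per kb in the 3´ UTRs of RBP4 somatic candidates and 1.40 ± 2.06 times per kb in local candidates (SD over genes, permutation p = 0.0122, adjusted p = 0.0163). For the VGAT line the means were 2.03 ± 2.67 and 1.48 ± 2.88 per kb (permutation p = 0.0165, which adjustment left at the same value). Against somatic genes matched on 3´ UTR length and GC content, the somatic means were 1.63 and 1.79 per kb (permutation test, adjusted p = 0.953 and 0.537). With the lists in the paper's supplementary tables, the VGAT difference, local less somatic, was -0.185 per kb (permutation test, adjusted p = 0.41).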

There is also a poly-A binding motif enriched in somatic candidates (Fig. 5*B*).

**Figure 5.**
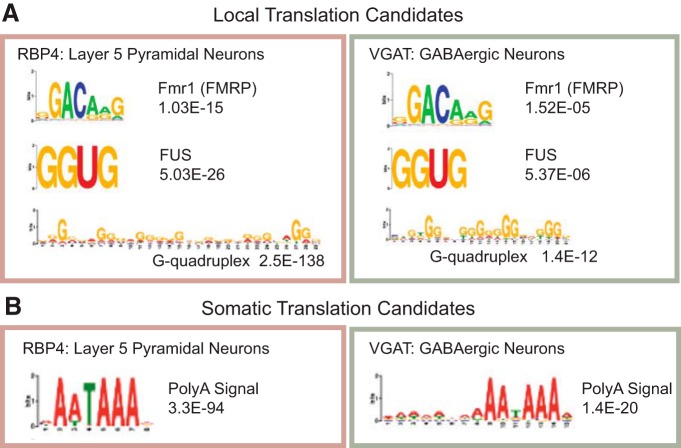
Protein binding motifs are enriched in local and somatic candidate lists. ***A***, A MEME analysis reveals that Fmr1, FUS, and G-quadruplex binding motifs are enriched in local translation candidates of both cell types compared with somatic translation candidates as control. ***B***, A MEME analysis reveals that the Poly A signal sequence is enriched in somatic translation candidates of both cell types compared with local translation candidates as a control.

Additionally, the 3´ UTRs of the local candidate were analyzed using AME, a tool to identify binding motifs for known RNA binding proteins in a candidate list. Both cell types were enriched for another FMRP binding motif (GGACAAG: VGAT, *p* = 1.5E-05; RBP4, *p* = 1E-15) as well as a binding site for FUS RNA binding protein (GGUG: VGAT, *p* = 5.3E-06; RBP4, *p* = 5E-26; Fig. 5*A*), a gene clearly implicated in amyotrophic lateral sclerosis (ALS; Deng et al., 2014). 

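Occurrences of each motif were counted per kb of 3´ UTR in the DNA alphabet. GGACAAG had a mean of 0.0549 per kb in RBP4 local candidates and 0.0450 per kb in the somatic candidates with the largest changes (permutation test, adjusted p = 0.804). Among VGAT candidates the means were 0.102 and 0.0370 per kb (permutation p = 0.00185, adjusted p = 0.0037). GGTG had 5.72 ± 4.26 per kb in RBP4 local and 4.06 ± 3.06 per kb in somatic candidates (SD over genes, permutation p = 4e-05, adjusted p = 0.00016). Among VGAT candidates GGTG had 4.87 ± 3.05 and 4.14 ± 3.43 per kb (permutation p = 0.00874, adjusted p = 0.0117). Against somatic genes matched on 3´ UTR length and GC content, GGTG had 5.65 per kb in RBP4 somatic genes and 4.96 per kb in VGAT somatic genes (permutation test, adjusted p = 0.953 and 0.782), a reversed direction in the VGAT line. The matched somatic means of GGACAAG were 0.0533 and 0.0727 per kb (permutation test, adjusted p = 0.953 and 0.537).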

Although FUS has mostly been associated with the binding of introns during the transcription of long, neuron-expressed genes in the nucleus, 8–10% of FUS binding occurs on 3´ UTRs (Lagier-Tourenne et al., 2012), suggesting that it may also have roles in post-transcriptional regulation. Indeed, it has been shown to be involved in the post-transcriptional regulation of the mRNA of an AMPA receptor subunit (GluA1; Udagawa et al., 2015). Enrichment here suggests that it may have a similar role for dozens of other proteins as well. Overall, the similarities in binding motifs enriched in the 3´ UTRs across the cell types suggests that multiple neuronal cell types share similar pathways in mRNA regulation.

### Identification of differential localized translation between the distinct cell types

Although many transcripts are clearly shared, we next designed an analysis to specifically identify the quantitative differences in local transcripts between these types of neurons by direct statistical testing for differential expression between the ST samples. Differential analysis between the ST samples of the pyramidal and GABAergic neurons showed that these included markers of each cell type (Fig. 6*A*), but also identified hundreds of quantitative differences in the profiles of ribosome-bound transcripts in the SNF for each (Fig. 6*B*). 

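Between the ST libraries, 497 of 16898 genes were higher in the RBP4 line and 1438 in the VGAT line at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Of the same genes at an adjusted p of at most 0.05, 9 genes were higher in the RBP4 line and 44 in the VGAT line. At the unadjusted threshold, 845 genes would pass by chance, and 2.29 times as many did. For the WCH libraries the ratio was 0.504. When the 10 ST libraries were fitted alone, a choice made after seeing the data, 838 of 15944 genes passed the unadjusted threshold. The limit on low counts was set on these 10 libraries there, so that the genes tested changed as well. The adjusted threshold was passed by 0 genes in that fit. The excess over chance thus depends on the libraries and genes in the fit. The balance between the lines depended on the scaling. With TMM 1061 genes were higher in the RBP4 line and 810 in the VGAT line, and with DESeq2's size factors 1242 and 688, while the median log2 fold change of all genes moved from -0.08 to 0.02 and 0.04. The replicate number as a block gave 453 and 1510 genes at the unadjusted threshold and 62 at the adjusted one. Same-numbered ST libraries of both lines had a mean correlation of deviations of 0.092, against -0.019 for differently numbered ones. Leaving out 1 pool at a time gave between 6 and 159 genes at the adjusted threshold, the largest number without RBP4 replicate 4. The library labelled RBP4 ST replicate 4, whose Slc32a1 was as high as in VGAT ST, is one of the 10 compared. Among genes kept in the lists that separated every RBP4 library from every VGAT library, the smallest p belonged to Ccl17 (log2 fold change 2.38) upward and to Crhbp (-1.62) and Cort (-1.81) downward.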

We used gene ontologies to gain a systematic view of the data. This analysis of the pyramidal neuron candidates identified a variety of enriched terms, including neuronal projection (Fig. 7*A*; *p* = 6.4E-9), highlighting the need for that maintenance of long neurites. 

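The supplementary table of the paper lists 42 genes for the term neuron projection, of which 41 were tested here. Of these, 41 were higher in RBP4 ST than in VGAT ST, with a median log2 fold change of 0.40, and 17 passed an unadjusted p under 0.05 in edgeR's test. The number at an adjusted p of at most 0.05 was 0. With TMM, 40 of the 41 passed the unadjusted threshold. Between the TRAP libraries the median log2 fold change of these genes was 0.56. For the term cell projection, 62 listed genes were tested and 62 were higher in RBP4 ST. Of these, 22 passed the unadjusted threshold, 54 passed it with TMM and 0 passed the adjusted one. The genes of both terms had been selected for their direction in the ST libraries, so that their direction is no independent test of the terms. The enrichment itself was not analysed here.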

Gene ontology analysis of the GABAergic neuron differential translation candidates identified an enrichment of behavior (Fig. 7*B*; *p* = 2E-8), highlighting neuropeptides and dopamine receptors as potential locally translated proteins that modify higher-order actions.

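For the term behavior, 33 genes listed in the paper's supplementary table were tested and 33 were higher in VGAT ST, with a median log2 fold change of -1.03. At an unadjusted p under 0.05, 32 of them passed in edgeR's test, and 7 passed at an adjusted p of at most 0.05. Their median log2 fold change in TRAP was -2.19. With TMM, 29 of them passed the unadjusted threshold. These genes too had been selected for their direction in the ST libraries, so that their direction is no independent test of the term.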

**Figure 6.**
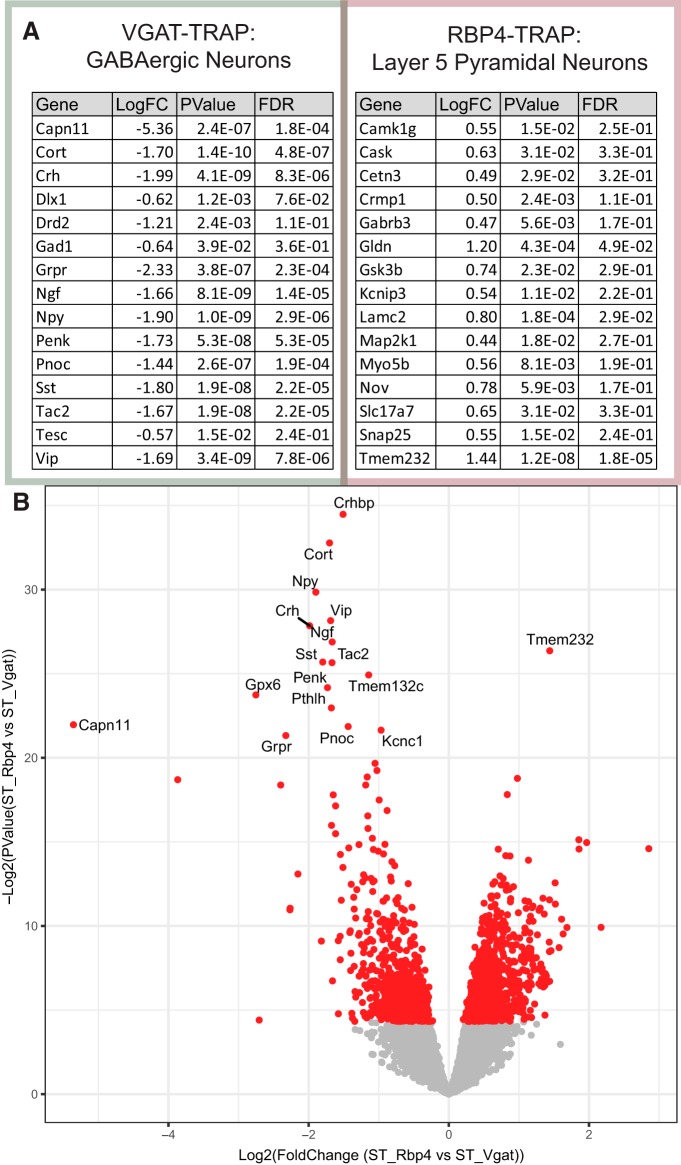
Direct comparison reveals quantitative differences in SynapTRAP between RBP4 and VGAT neurons. ***A***, Table of 15 representative neurons with quantitative differences between the local translatome of the cell types as identified by a directed differential expression of ST samples. ***B***, Volcano plot of differential expression results from the direct comparison of ST between cell types. Genes with significant differences between cell types (*p* < 0.05) are shown in red. Figure 6-1: Table of Cell Type Specific Local Translation Candidates in Pyramidal Neurons (RBP4-TRAP). Figure 6-2: Table of Cell Type Specific Local Translation Candidates in GABAergic Neurons (Vgat-TRAP).

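Of the 15 genes shown as higher in VGAT ST, 15 had this direction here, 15 passed an unadjusted p under 0.05 and 11 passed an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. The log2 fold changes, RBP4 over VGAT, ran from -5.45 for Capn11 to -0.65 for Tesc. Neuropeptide genes were among them, with -2.09 for Crh, -2.01 for Npy, -1.85 for Penk and -1.80 for Vip. Of the 15 shown as higher in RBP4 ST, 15 had this direction, 7 passed the unadjusted threshold and 1 the adjusted one. That gene was Tmem232, with a log2 fold change of 1.35 (edgeR adjusted p = 0.0115). Snap25 changed by 0.44 and Slc17a7 by 0.56. With TMM, 12 of the 15 RBP4 genes and 14 of the 15 VGAT genes passed the unadjusted threshold.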

**Figure 7.**
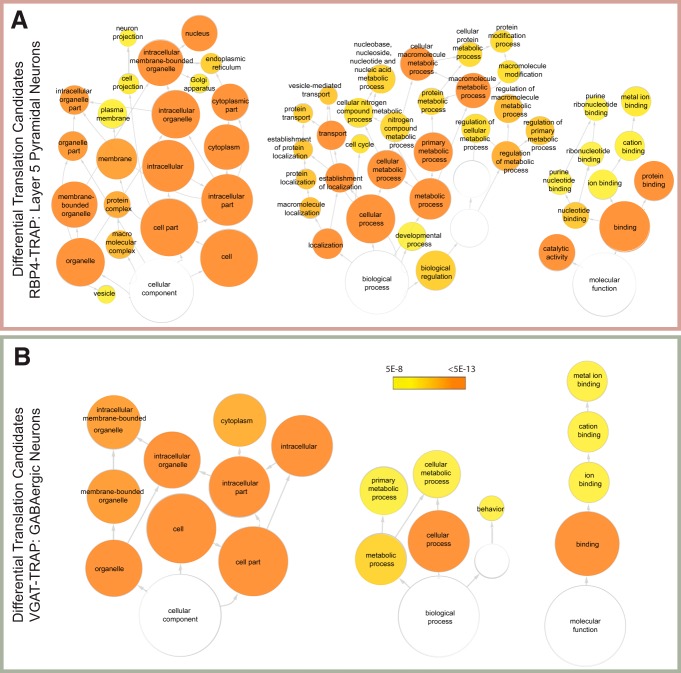
GO analysis of quantitatively enriched SynapTRAP candidates. ***A***, A gene ontologies analysis of local translation candidates quantitatively enriched on RBP4-ST samples over VGAT-ST. ***B***, A gene ontologies analysis of local translation candidates quantitatively enriched on VGAT-ST samples over RBP4-ST. Figure 7-1: GO analysis results of RBP4-TRAP Differential local translation candidates Significance cutoff *p* = 5E-8. Figure 7-2: GO analysis results of VGAT-TRAP Differential local translation candidates Significance cutoff *p* = 5E-8.

10.1523/ENEURO.0320-18.2018.f6-1 Figure 6-1 Table of cell type-specific local translation candidates in pyramidal neurons (RBP4-TRAP). Table of transcripts quantitatively enriched in pyramidal neurons (RBP4-SynapTRAP) compared with GABAergic neurons. Table containing RBP4-TRAP-enriched transcripts from a direct EdgeR comparison of ST fractions between cell types. Column names are as in Figure 2-1. Download Figure 6-1, XLS file.

10.1523/ENEURO.0320-18.2018.f6-2 Figure 6-2 Table of cell type-specific local translation candidates in GABAergic neurons (VGAT-TRAP). Table of transcripts quantitatively enriched in GABAergic neurons (VGAT-SynapTRAP) compared with pyramidal neurons. Table containing VGAT-TRAP-enriched transcripts from a direct EdgeR comparison of ST fractions between cell types. Column names are as in Figure 2-1. Download Figure 6-2, XLS file.

10.1523/ENEURO.0320-18.2018.f7-1 Figure 7-1 GO analysis results of RBP4-TRAP differential local translation candidates with significance cutoff of *p* = 5E-8. Full table of GO analysis results of RBP4-TRAP-enriched candidates with significance cutoff of *p* = 5E-8. Column headers are as in Figure 4-1. Download Figure 7-1, XLS file.

10.1523/ENEURO.0320-18.2018.f7-2 Figure 7-2 GO analysis results of VGAT-TRAP differential local translation candidates with significance cutoff of *p* = 5E-8. Full table of GO analysis results of VGAT-TRAP-enriched candidates with significance cutoff of *p* = 5E-8. Column headers are as in Figure 4-1. Download Figure 7-2, XLS file.

### Features of candidate transcript sequences that differ across neuronal cell type

If post-transcriptional regulation does indeed play a role in local translation, then sequences enriched in each neuronal type might have distinctive *cis* regulatory motifs. We hypothesized that these transcripts with differences between the cell types may be guided to neurites through a cell-specific RNA binding motif. 

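A pair of motifs of Figure 8 was counted in the 3´ UTRs of the genes that differed between the ST libraries. TTTTT occurred 7.71 ± 9.84 times per kb in the 445 genes higher in the RBP4 line and 5.14 ± 7.25 times per kb in the 1186 higher in the VGAT line (SD over genes, two-sided permutation test, p = 1e-05, the smallest possible with these resamples). GGAGG occurred 1.21 ± 1.64 and 1.57 ± 2.10 times per kb (permutation p = 0.00135). The 3´ UTRs of these lists had median lengths of 1181 and 1125 nt (permutation p = 0.478) and a mean GC content of 42.4% and 44.8% (permutation p = 1e-05). Against VGAT-higher genes matched on 3´ UTR length and GC content, TTTTT had 6.21 and GGAGG 1.47 per kb in the VGAT list (permutation test, adjusted p = 0.0226 and 0.0426). AME was not used here.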

We tested this hypothesis by scanning the 3´ UTRs of the differentially localized transcripts for known binding motifs using AME (Fig. 8). This additional level of regulation of transcripts further divides different neuronal types from each other and provides support for a role of post-transcriptional regulation in defining the local translatome of each distinct cell type. However, due to the similarity of motifs bound by distinct RNABPs, it is difficult to predict from sequence alone which proteins might actually be binding these motifs in each cell type.

**Figure 8.**
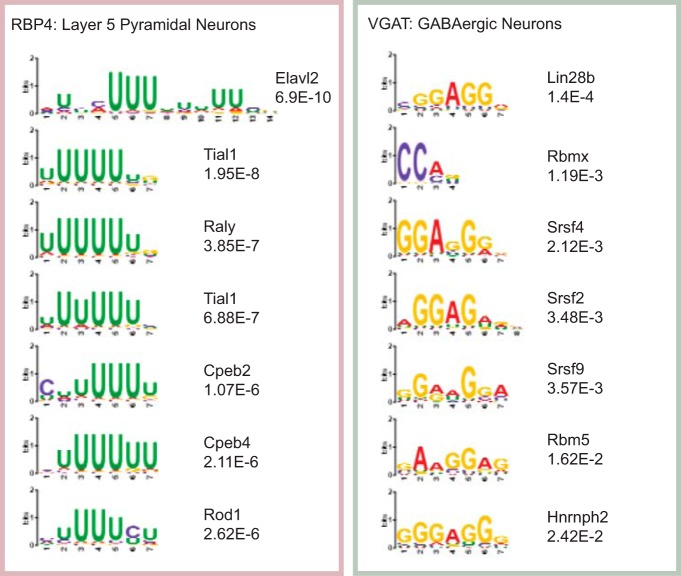
Distinct enrichment of RNA binding motifs in transcripts with quantitative SynapTRAP differences between cell types. A MEME analysis identifies known RNA binding protein motifs enriched in the 3´ UTR of transcripts with quantitative differences in ST between RBP4 and VGAT. *p* values were Bonferroni corrected .

### The local translatome is defined by both transcriptional and post-transcriptional regulation

Cell-specific differences in localized translation may be different for two reasons. First, the transcript may not be transcribed in the particular neuronal type. 

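Sst was 287 ± 158 cpm in RBP4 ST and 1085 ± 731 cpm in VGAT ST (SD, n = 5 each), a log2 fold change, RBP4 over VGAT, of -1.92 (standard error 0.34, edgeR adjusted p = 0.00451). Values in VGAT ST ran from 349 to 2094 cpm and in RBP4 ST from 161 to 546 cpm, so that the lines overlapped, and RBP4 was the higher in 1 of 5 same-numbered pairs. The dispersion of this fit was shared with WCH and TRAP libraries. When the ST libraries were fitted alone, 0 genes passed the adjusted threshold in edgeR's test. Cort was 6.00 ± 1.68 cpm in RBP4 ST and 21.2 ± 12.0 cpm in VGAT ST, a log2 fold change of -1.81 (standard error 0.28, edgeR adjusted p = 0.00258), with RBP4 the higher in 0 of 5 pairs. The RBP4 values include the library labelled RBP4 ST replicate 4, in which both genes were below every VGAT ST library. With the replicate number as a block the changes were -1.83 and -1.71 (edgeR adjusted p = 0.0156 and 0.00338), the pairing check being that of the ST comparison. In the 10 fits that each left out one pool, Sst ran from -2.29 to -1.54 and Cort from -2.01 to -1.52, and the edgeR adjusted p of Sst was 0.0643 without VGAT replicate 5.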

For example, we detect *Sst* and *Cort* transcripts here as enriched in VGAT SynapTRAP. While *Sst* and *Cort* are both highly abundant in subsets of cortical interneurons (Schindler et al., 1996; de Lecea et al., 1997), they are largely not transcribed in pyramidal cells, thus making it impossible for the transcript to reach the neurites. The second reason would be cell-specific post-transcriptional regulation such as transcript-specific differences in RNA localization. As hinted at in the differences of the 3´ UTRs of local candidates, we suspected that cell-specific machinery may be driving the localization of a subset of candidates to neurites. Indeed, plotting the ratios of TRAP versus TRAP for each cell type, compared with ST versus ST, reveals a number of transcripts that deviate in their ST from what TRAP would have predicted (Fig. 9*A*). 

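Across the tested genes, the log2 fold changes between the lines in ST and in TRAP had a Pearson correlation of 0.232 and a Spearman correlation of 0.267, where genes are not independent replicates. Of the 4729 genes that differed in TRAP at an adjusted p of at most 0.05 in edgeR's test, 4664 had a smaller difference in ST. The slope of ST on TRAP through the origin over these genes was 0.145. The genes were selected by their TRAP difference, so that a smaller difference in ST and a slope under 1 are in part expected from the selection. For Sst the interaction, the difference in ST less that in TRAP, was 2.37 (standard error 0.47, edgeR adjusted p = 0.000689), and for Cort it was 1.93 (standard error 0.39, edgeR adjusted p = 0.001). In each case the line difference was closer to 0 in ST. With the pool as a block, these were 2.48 and 2.06, where ST and TRAP of one pool had a correlation of deviations of -0.077 in the RBP4 line and 0.062 in the VGAT line.

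**Figure D1:**
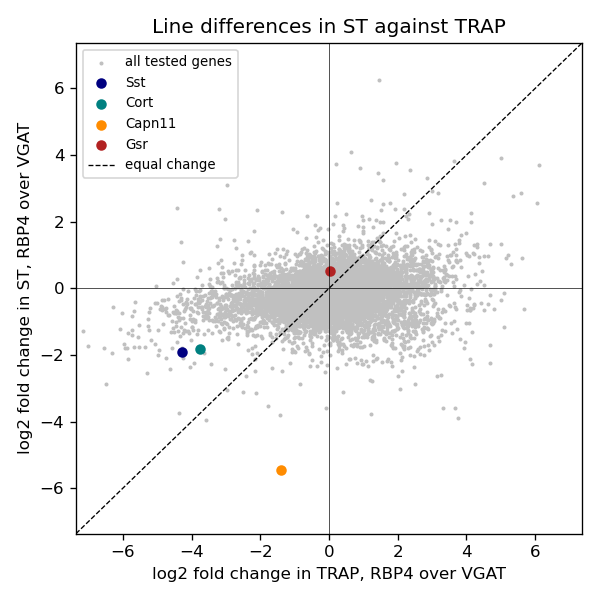
Log2 fold change between the lines (RBP4 over VGAT) in ST, on the vertical axis, against that in TRAP, on the horizontal axis, for the 16898 tested genes in gray, with Sst, Cort, Capn11 and Gsr in colour and a dashed line where both are equal. Most genes selected for a difference in TRAP lie closer to 0 in ST, as is in part expected from the selection.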

Gsr, for example, is expressed in both cell types by TRAP; however, it is not found in the neurites of GABAergic neurons by ST (Fig. 9*B*). However, the largely shared GO processes (Fig. 4) and motifs (Fig. 5) suggested that baseline differences might outweigh localization-mediated differences.

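Gsr (chromosome 8, 33652523 to 33698163, GRCm38) was 27.1 ± 4.24 cpm in RBP4 TRAP and 26.8 ± 3.58 cpm in VGAT TRAP (SD, n = 5 each), a log2 fold change of 0.02 (standard error 0.15, edgeR adjusted p = 0.941). Without RBP4 replicate 4 it was -0.06. Between the ST libraries it was 20.5 ± 4.38 cpm in the RBP4 line and 14.34 ± 1.84 cpm in the VGAT line, where it ran from 11.8 to 16.2 cpm. The log2 fold change in ST was 0.51 (standard error 0.15, edgeR adjusted p = 0.153), with RBP4 the higher in 5 of 5 same-numbered pairs. The lowest RBP4 ST library had 15.5 cpm, so that the lines overlapped and this count depends on the numbering. With DESeq2 the log2 fold change in ST was 0.63 (DESeq2 adjusted p = 0.0201). The interaction was 0.50 (standard error 0.21, edgeR adjusted p = 0.136), and 0.49 with the pool as a block (edgeR adjusted p = 0.153), with the pairing check of ST and TRAP.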

**Figure 9.**
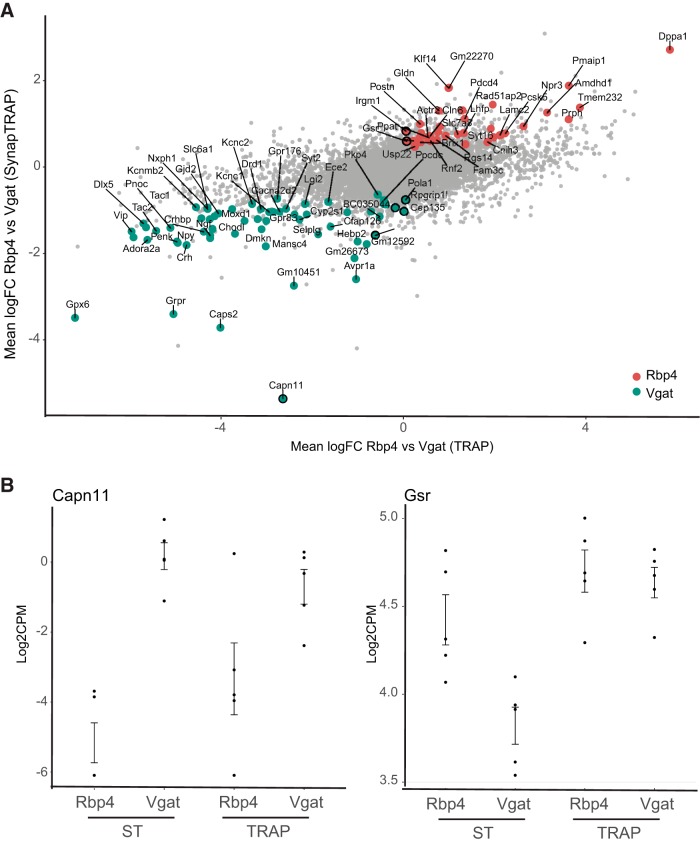
Quantitative regulation of SynapTRAP RNAs occurs by both differential baseline TRAP expression and differential localization. ***A***, Differential expression analysis reveals a subset of genes significantly differentially expressed between RBP4 and VGAT SynapTRAP samples may be mediated by differential neurite localization rather than differential TRAP expression. Log2-transformed fold-change (logFC) between SynapTRAP samples is shown on the *y*-axis, and logFC between TRAP samples is shown on the *x*-axis. Deviation from perfect correlation indicates additional post-transcriptional regulation. Transcripts with significant evidence for such regulation are shown in red (RBP4 upregulated) and blue (VGAT upregulated), respectively. ***B***, Representative examples of transcripts showing robust post-transcriptional regulation. Both *Capn11* and *Gsr* show differences in their SynapTRAP RNA-seq expression that are not reflected in TRAP RNA-seq. Figure 9-1: Table containing differential expression statistics for all direct comparisons between the two neuron types.

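Capn11 (chromosome 17, 45630204 to 45659325, GRCm38) was at 0.0233 ± 0.0320 cpm in RBP4 ST and 1.30 ± 0.756 cpm in VGAT ST (SD, n = 5 each). The 5 RBP4 ST libraries had at most 1 count each, so that no difference among them was detectable at this depth. The log2 fold change in ST was -5.45 (standard error 1.17, edgeR adjusted p = 0.0265), or -5.60 with the replicate number as a block (edgeR adjusted p = 0.00404), and its edgeR adjusted p passed the threshold in 4 of the 10 fits that each left out one pool. Between the TRAP libraries it was -1.40 (standard error 0.84, edgeR adjusted p = 0.229), from 0.300 ± 0.554 and 0.775 ± 0.452 cpm, and with the replicate number as a block it was -1.95 (edgeR adjusted p = 0.0306). Of the RBP4 pools, replicate 5 had 1.29 cpm in TRAP and the other 4 had at most 0.104 cpm. Without RBP4 replicate 5, the log2 fold change in TRAP was -3.75 (edgeR adjusted p = 0.000361). Capn11 was 0.495 ± 0.797 cpm in RBP4 WCH and 1.33 ± 0.764 cpm in VGAT WCH, a log2 fold change of -1.41 (standard error 0.80, edgeR adjusted p = 1). In the 10 fits that each left out one pool, this WCH change ran from -3.16 to -1.03. RBP4 replicate 5 had 1.91 cpm in WCH and the other RBP4 libraries at most 0.243 cpm, below the lowest VGAT WCH library (0.524 cpm). A difference between the lines already present in WCH is therefore left open. The interaction was -4.05 (standard error 1.51, edgeR adjusted p = 0.0831). With the pool as a block it was -3.63 (edgeR adjusted p = 0.00973), and without 1 pool at a time it ran from -4.85 to -2.21, the latter without RBP4 replicate 5. Its edgeR adjusted p was 0.0275 in the likelihood ratio test and 0.0442 without RBP4 replicate 4, and its DESeq2 adjusted p was 0.0396. With TMM the edgeR adjusted p was 0.0874, and it passed the threshold in 1 of the 10 fits that each left out one pool. The pairing check is that of ST and TRAP.

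**Figure D2:**
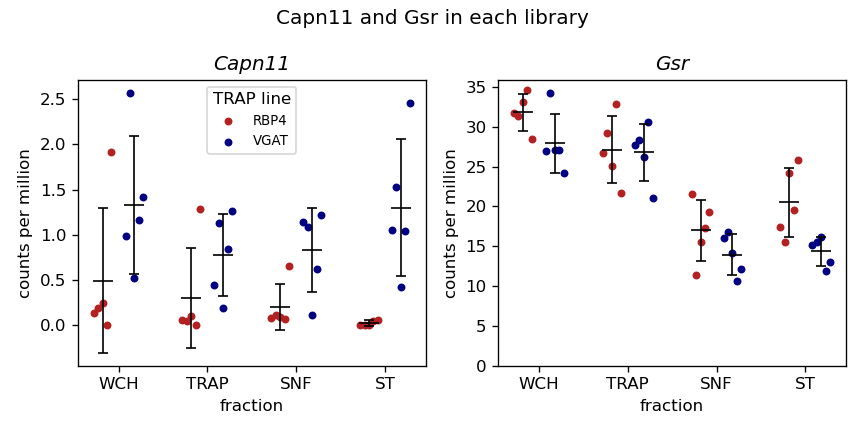
Level (cpm) of Capn11 and Gsr in each library, by fraction, with RBP4 libraries in red and VGAT libraries in blue. Black lines show the mean and SD of 5 libraries. Capn11 is highest among RBP4 TRAP libraries in replicate 5, and Gsr is above 0 in every VGAT ST library.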

We therefore systematically tested this hypothesis. We identified transcripts undergoing cell type-specific spatial regulation using a statistical approach to distinguish baseline transcript levels from differential localization using the RNA-seq data; we sought both to determine the extent to which differences in local translation, as assessed by ST, were already present in the corresponding TRAP sample or were independently arising due to differential localization to ST across cell types. We found that the majority of the differences between cell types are likely attributable to baseline differences: of the 1631 transcripts identified as differentially expressed between ST fractions of the two neuronal cell types at *p* < 0.05, 1396 appeared to be due to expression differences also apparent in TRAP. However, the remaining 235 transcripts (14.4%) appeared to be mediated by differences in RNA localization or localization to ribosomes in ST between cell types (Fig. 9*A*, 9-1). Thus, focusing on the 99 top differentially expressed genes between ST fractions, 7 still showed differential localization between cell types, notably, Capn11 (Fig. 9*B*, 9-1). Thus, while baseline transcript differences are preponderant, there is also a role for cell type-specific translational regulation in determining the localized translatome.

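In the lists used here, 1935 genes differed between the ST libraries at an unadjusted p under 0.05, once genes that differed in WCH were left out. Of these, 1554 had no interaction in the direction of the ST difference at an unadjusted p under 0.05, and 970 differed in TRAP in the same direction at that threshold. The paper's methods name an interaction contrast between ST and TRAP for post-transcriptional regulation, and give an adjusted p of at most 0.05 as the general threshold except where noted. For the ST lists the text notes an unadjusted p, and it does not say which of these holds for the interaction in this division. An interaction at an unadjusted p under 0.05 with the sign of the ST difference was used here. This rule was fixed before the counts were read, as the one of 3 tried on a part of the paper's own table that came closest to its percentage, so that a percentage near the paper's is no independent result.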

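An interaction in the direction of the ST difference was found for 381 of the 1935 genes, or 19.7%, and one in the opposite direction for 345. At an adjusted p of at most 0.05 for the interaction in edgeR's test, 157 genes remained, or 8.11%. Counting interactions of either sign gave 37.5%, and counting genes with no TRAP difference at an unadjusted p under 0.05 gave 43.2%. With TMM 294 of 1871 genes had an interaction in the same direction, or 15.7%, and with the pool as a block 350 of 1963, or 17.8%, the pairing check being that of ST and TRAP. Leaving out 1 pool at a time gave 13.5% to 27.9%. The genes were selected by their ST difference, which is also a part of the interaction, so that the same direction is expected from the selection. The percentage was as high in 16 of 16 splits of the libraries into groups of 5, the labelled split included, and is therefore no test of localization.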

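Of the 53 genes with an ST difference at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test, 8 had an interaction in the same direction at an unadjusted p under 0.05. Among these were Scly, Lst1, Capn11, Cirbp, BC065397, Gm7420 and Cep135, with a RIKEN gene as the other. At an adjusted p of at most 0.05 for the interaction, 5 of the 8 remained, without Lst1, Capn11 and Cirbp. Scly changed by -1.12 in ST and -0.23 in TRAP. The likelihood ratio test gave 24 genes with both, and the replicate block 7. In the fits that each left out one pool the number ran from 0 (without VGAT replicate 5) to 36 (without RBP4 replicate 4). The paper describes most differences between the cell types as likely due to baseline levels, and the others as apparently mediated by localization of the RNA or its localization to ribosomes in ST.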

### mRNAs for neuropeptide neurotransmitters are localized to neurites

Finally, previous models of neuropeptide precursor protein biosynthesis have described their translation as occurring only in the soma. 

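Sst rose in the VGAT line from 221 ± 6.29 cpm in WCH to 658 ± 106 cpm in SNF (SD, n = 5 each), a log2 fold change of 1.57 (standard error 0.32, edgeR adjusted p = 0.000235), or 2.09 relative to the median of all genes. From SNF to ST, Sst changed by 0.72 (standard error 0.32, edgeR adjusted p = 0.0979), or 0.58 with TMM (edgeR adjusted p = 0.173), and was higher in 3 of 5 pools. Cort rose from 5.43 ± 0.385 to 11.1 ± 0.810 cpm from WCH to SNF, by 1.025 (standard error 0.28, edgeR adjusted p = 0.0034) or 1.54 relative to that median, and by 0.93 from SNF to ST (standard error 0.27, edgeR adjusted p = 0.0134), again in 3 of 5 pools. With the pool as a block the changes from SNF to ST were 0.57 for Sst (edgeR adjusted p = 0.192) and 0.82 for Cort (edgeR adjusted p = 0.0146). The pairing check is that of ST and SNF. With no genes left out of the library sizes, the Sst change from SNF to ST was 0.93 (edgeR adjusted p = 0.0351). In the fits that each left out one pool, the edgeR adjusted p of this step passed the threshold in 2 of 5 for Sst and in 3 of 5 for Cort. The change ran from 0.32 to 1.02 for Sst and from 0.66 to 1.13 for Cort in these fits. The difference between the lines in the change from SNF to ST was -1.71 for Sst (edgeR adjusted p = 0.767) and -1.67 for Cort (edgeR adjusted p = 0.21). In the RBP4 line both genes fell from SNF to ST in every pool. Sst fell there from a mean of 568 to 287 cpm and Cort from 10.0 to 6.0 cpm. No fit of this difference with the pool as a block is given, so that it is left open. From the enrichment of such transcripts in ST the paper proposes neurites as a further site of neuropeptide synthesis.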

The enrichment of these mRNAs in the ST fraction suggests a secondary location for the synthesis of these proteins (Fig. 10*A*). To validate the localization of mRNA for neuropeptides in the neurites of inhibitory neurons, additional biological replicates underwent qPCR for *Sst* and *Cort* mRNAs. As a positive control, *Shank3* showed the expected local translation candidate from both cell types and was expressed at relatively similar levels in the both ST samples. All candidates replicated the RNA-seq results (Fig. 10*B*).

**Figure 10.**
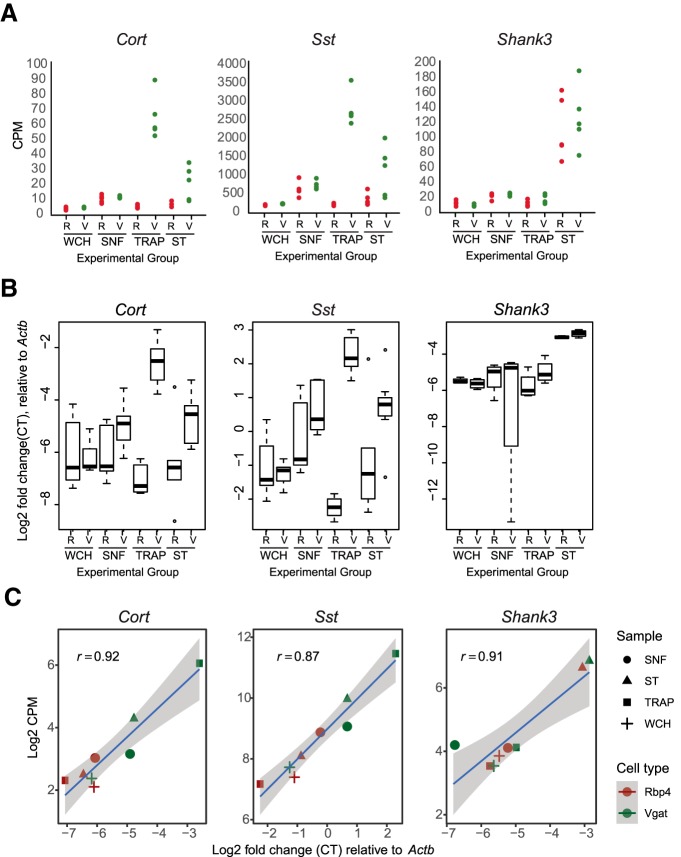
qPCR validation of neuropeptide RNA in neurites. ***A***, RNA-seq-measured expression level, normalized by counts per million, shows enrichment of neuropeptides *Cort* and *Sst* in both the TRAP of ST specifically of VGAT neurons. *Shank3*, a well characterized locally translated gene found enriched in both RBP4 and VGAT ST, is included as a control. ***B***, qPCR results of four additional biological replicates for the neuropeptides *Cort* and *Sst* confirm the enrichment of messages for both peptides in both the TRAP and ST fractions from VGAT neurons. R, RBP4; V, VGAT. qPCR results are normalized to *Actb* mRNA using the dCT method. ***C***, Scatterplots of Log2CPM of RNAseq compared to qPCR in replicate samples confirms reproducibility of the findings.

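Shank3 was 107 ± 39.1 cpm in RBP4 ST and 126 ± 36.0 cpm in VGAT ST (SD, n = 5 each), a log2 fold change of -0.24 (standard error 0.27, edgeR adjusted p = 0.779). With the replicate number as a block it was -0.28, the pairing check being that of the ST comparison. Its TRAP levels were 11.7 ± 5.25 and 17.4 ± 6.08 cpm. RBP4 SNF held 568 ± 164 cpm of Sst and 10.0 ± 1.67 cpm of Cort, and RBP4 WCH 180 ± 22.6 and 4.63 ± 1.17 cpm. Cort was 4.98 ± 1.16 cpm in RBP4 TRAP and 66.8 ± 15.2 cpm in VGAT TRAP.

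**Figure D3:**
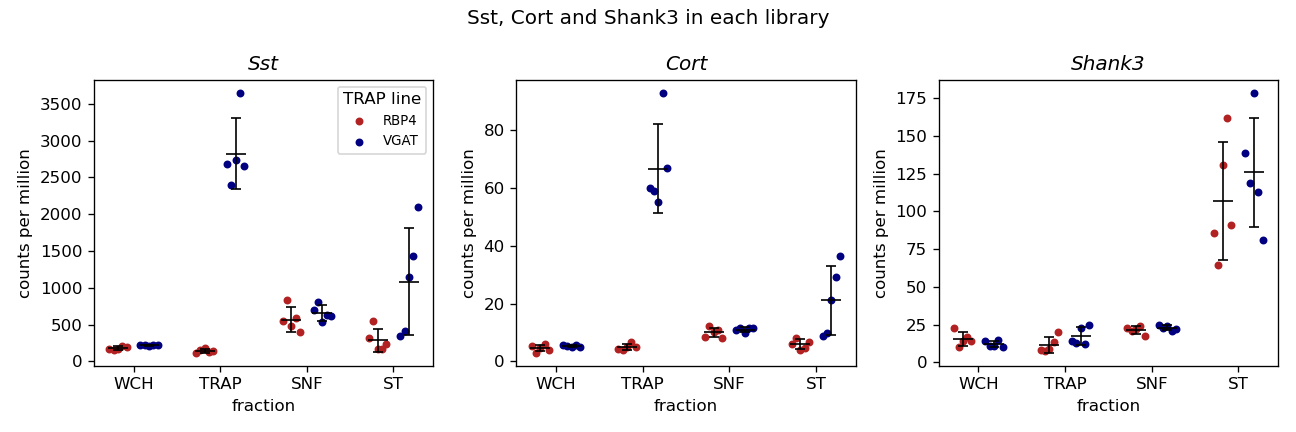
Level (cpm) of Sst, Cort and Shank3 in each library, by fraction, with RBP4 libraries in red and VGAT libraries in blue. Black lines show the mean and SD of 5 libraries. Sst is spread widely among the VGAT ST libraries, and Shank3 is higher in ST than in the other fractions in both lines.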

The neuropeptide mRNAs were also confirmed to colocalize with GABAergic neurites by ISH (Fig. 11). To visualize individual neurites in a cell-specific manner, a CRE-dependent YFP [AAV5-EF1a-DIO-hChR2(H134R)-EYFP] was injected into the VGAT-CRE and RBP4-CRE mouse lines. This produced cell-specific labeling of these neurons. Labeling of NeuN and DAPI was used to mask nuclear and perinuclear soma, enabling the quantification of ISH puncta overlapping with the neurites of each cell type. Quantification revealed a measurable and consistent presence of these messages in the neurites of GABAergic cortical neurons (Fig. 11).

**Figure 11.**
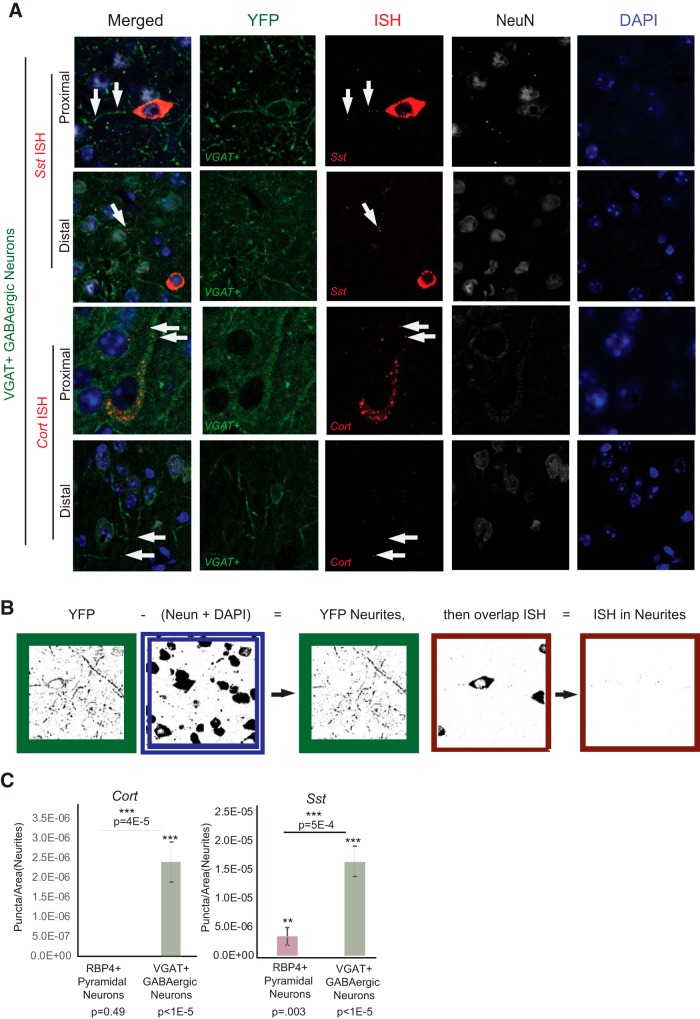
*In situ* hybridization validation of neuropeptide mRNA in neurites. ***A***, *In situ* hybridization shows RNA localization for *Sst* and *Cort* messages with immunohistochemistry of Cre-dependent membrane-bound YFP-channel fusion in each cell type. DAPI is used to label nuclei, and NeuN to define the nuclear compartment and perinuclear cytoplasm of all cortical neurons. White arrows indicate examples of *Cort* and *Sst* ISH puncta overlapping with both proximal and distal neurites in subsets of VGAT neurons. ***B***, Illustration of the method used to quantify the ISH signal in the neurites of each cell type. The cell-specific Cre-driven YFP signal (green border) was masked with NeuN and DAPI (blue and white border) to remove any signal in nuclear and perinuclear compartments. The remaining ISH puncta overlapping with GAP (red borders) were quantified. ***C***, Quantification of overlapping ISH puncta with cell-specific labeling of neurites reveals that *Cort* and *Sst* are significantly enriched in neurites of VGAT neurons. Each probe and no probe control, *n* = 13, Mann–Whitney test. **P < 0.01, ***P < 0.001.

## Discussion

Local translation is instrumental in many neuronal functions from the formation of neurites to the regulation of synapses in response to activity (Kislauskis et al., 1993; Sutton and Schuman, 2005; Lin and Holt, 2007). We contrasted cortical layer 5 projection neurons to GABAergic neurons to investigate the extent to which local translation is distinctly regulated and found evidence for multiple mechanisms defining the differences between these types of cells. We found, similar to studies that look at whole-cell translation by TRAP, that which transcripts show ribosome occupancy in neurites changes across neurons as well. While there is substantial overlap between these local translation candidates of the two cell types, the majority are neuron type specific. Understandably, with the contrasting functions (i.e., inhibitory vs excitatory) of these two neuron types, one might expect key differences among the pool of mRNAs being translated in the neurites at each cell.

There are two main ways in which distinct cell types could regulate these differences in localized translation. First, differences could simply reflect baseline differences between the cell types, such as those that would be driven by differences in transcription or splicing in the nucleus. Second, there could be a level of post-transcriptional regulation specifically impacting local translation (i.e., altered mRNA localization or ribosome occupancy in neurites). We found that the majority of differences between cell types when analyzing mRNAs bound to ribosomes in the SNF fraction was already apparent in the standard TRAP sample. Thus, it seems likely that most of the differences are already apparent in the cell body and is thus transcriptional. However, there is still a clear role for cell type-specific regulation of localization to SFN ribosomes in a subset of transcripts. Approximately 14% of transcripts showed deviations in ST that were not predicted from the TRAP data, indicating that post-transcriptional mechanisms were altering ribosome occupancy in neurites in a cell type-specific manner. This was exemplified by transcripts like *Gsr* and *Capn11*, which were expressed by TRAP in both cell populations but were predominantly ribosome-bound in neurites by only one of the two.

An unexpected finding from our analysis was the possible cell-specific local translation of two neuropeptide transmitters, cortistatin and somatostatin, in the GABAergic neurons. These are examples of SynapTRAP differences reflecting transcriptional difference between the two cell types in that they are transcripts that are expressed in GABAergic neurons but not in pyramidal neurons. While the processed neuropeptides of these mRNAs have been a marker of inhibitory neurons in the cortex (Close et al., 2017), they have never before been characterized as potentially locally translated in interneurons. These two neuropeptides have similar structure, act as inhibitory neuropeptides, and bind many of the same G-protein-coupled receptors, although they have distinct physiologic functions (Spier and de Lecea, 2000; de Lecea and Castaño, 2006). Somatostatin was identified for its ability to inhibit growth hormone release (Brazeau et al., 1973), and cortistatin for its induction of slow waves in the cerebral cortex related to sleep (de Lecea et al., 1996).

Previous literature describes neuropeptide precursor mRNA being translated in the endoplasmic reticulum (ER) of the soma and with the immature precursor protein transported down neurites in vesicles where they are then processed into mature neuropeptides (Goodman et al., 1983; Hökfelt et al., 2000; Russo, 2017). This model was developed through several methods including axonal injury and disruption of microtubular transport. Specifically, on axonal injury, neuropeptides build up proximal to the point of injury. Furthermore, when the axon was injured in two locations, an additional, but smaller, buildup of neuropeptides occurred between the two injury sites (Gilbert et al., 1980). Although not discussed by the authors at the time, these data confirm that local synthesis of neuropeptides in neurites is possible, though whether this was mediated by mRNA translation or peptide precursor processing is not clear from this experiment alone. However, as ER and Golgi structures extend into neurites (Tsukita and Ishikawa, 1976; Henkart et al., 1978; de Juan-Sanz et al., 2017), the components needed for neuropeptide synthesis from mRNA to neuropeptide are present locally. Additionally, classic studies of neurons treated with colchicine, a microtubular disruptor, were interpreted as disrupting peptide localization to neurites because they disrupted precursor vesicle transport; however, this treatment could also inhibit the transport of mRNA and ER dynamics, preventing the trafficking of mRNAs to the neurites as well as the vesicles of precursor protein. Thus, the data supporting the old model are not inconsistent with local translation of neuropeptide precursor mRNA occurring in neurites in addition to the soma.

Indeed, several studies have speculated about the presence of neuropeptide mRNA in neurites; however, they lacked a method for cell type-specific labeling and finer resolution microscopy to confirm it (Lehmann et al., 1990; Levy et al., 1990; Mohr et al., 1990). The cell-specific expression and localized enrichment of *Cort* and *Sst* levels were confirmed here through qPCR (Fig. 10*A*) in independent samples. In addition, fine-resolution fluorescent confocal microscopy confirmed cell type specificity and localization by ISH puncta of both neuropeptide precursor mRNAs overlapping with cell-specific labeling of neurites from the VGAT-CRE mouse line compared with no probe and the RBP4-CRE lines (Fig. 11*C*). The additional pathway of local production of these neuropeptides in neurites would allow for greater temporal and spatial control of neuropeptide release. Unlike the fast neurotransmitter glutamate, neuropeptides are degraded rather than recycled after release, requiring new protein to be generated for continued signaling. Localized translation of these peptides could allow for a more rapid replenishment compared with shuttling precursor proteins from the soma.

Our study did have at least three limitations. First, while these results demonstrate that there must be a diversity in local translation across cell types, samples isolated from the VGAT-TRAP line (GABAergic neurons) plausibly include multiple more precisely definable cell types of GABAergic neurons of the cortex and striatum (Nakajima, 2012). Regardless, even without focusing on more precise subtypes of GABAergic neurons, there are robust differences with layer 5 pyramidal neurons . These new findings extend previous knowledge of local translation gathered from cell types that are laminarly organized, such as the hippocampus (Zhong et al., 2006; Taylor et al., 2009; Cajigas et al., 2012), and suggest that there are both consistent sets of genes that might represent a fairly “core local translatome” as well as neuron type-specific differences. Further investigation of local translation in a greater number of cell types may reveal more regulatory pathways of this localized phenomenon. It might be of particular interest to focus on neuron types with highly unique polarized processes, such as the clawed dendrites of cerebellar granule cells, or the magnificent specialization that is the calyx of Held in the auditory colliculus. In addition, profiling more defined cell types may reduce the variation and allow for a deeper analysis of the mechanisms of those transcripts that do show post-transcriptional regulation. With the vast array of TRAP and Cre mouse lines available, the ability to investigate localized translation in large a survey of cell types is possible.

Likewise, differential splicing is one method that cells may use to localize some isoforms to neurites (Taliaferro et al., 2016). Due to the use of 3´ priming in library preparation, this dataset is not well suited for the discovery of differentially localized isoforms as it has a heavy 3´ bias in sequencing reads. In addition, our analysis of motifs that might mediate RNA localization was limited by our simplifying assumption focusing on the longest transcript from each gene for motif discovery, and the validity of our motif results are contingent on this assumption being a reasonable one. Alternative library preparation methods might provide more insight into isoform localization and enable more thorough analysis of key regulatory motifs. However, cell-specific splicing of transcripts would be an additional level of regulation to alter local translation across cell types that could factor into the specialized functions of each cell.

Finally, we also cannot determine which messages in the SNF might be coming from axons, and which from dendrites. A prior study (Shigeoka et al., 2016) was able to elegantly profile axon-specific ribosome-bound mRNA by separately conducting TRAP on regions containing either cell bodies or axons using neurons with long-range projections. Similarly, our term somatic is operationalized as simply being “non-SNF.” It may indeed still contain some neurite fragments, so it is not as pure a measure of a somatic fraction as Shigeoka et al. (2016) were able to achieve. However, for cells such as cortical GABAergic interneurons, where axons only project locally, we would not be able to use such a physical separation approach. Furthermore, we have assessed only ribosome occupancy (by TRAP and ST) rather than a direct measure of active protein translation. With current methods available *in vivo*, we cannot strictly determine the difference between actively translating transcripts versus transcripts that might be stalled but still bound by ribosomes in neurites.

Nonetheless, the current findings indicate an array of interesting future avenues of investigation. Notably, the developmental differences in cell-specific local translation could be explored. In the current analysis, the candidates for local translation were identified in mice at 21 d postbirth. At that age, the cortical neurons have finished their developmental migrations. Given the two contrasting migratory directions of the two cell types (Molnár et al., 2006), it is possible that additional cell-specific candidates in neurites would be identified at earlier time points that aid in cell polarity and motility during development. Likewise, it would be of interest to determine whether there are cell type-specific specializations in the localized translation in response to activity in the mature nervous system. This could be important for any role in local translation in changes in synaptic strength, learning, and memory. Further, if the method could be successfully adapted to applications in the spinal cord, it would be of interest to assess how the neurite translatome profiled might be altered during the neurodegenerative disease ALS. Indeed, it has been show that each of the major cell types (astrocytes, oligodendrocytes, and neurons) has a distinct translational response in models of ALS (Sun et al., 2015); however, it is not clear to what extent this might be occurring in peripheral processes compared with the whole cell.

Finally, this article describes local translation in normal early postnatal neurons. While many neurologic diseases, such as fragile X syndrome, which is caused by a lack of FMRP, have been associated with altered local translation (Kelleher and Bear, 2008; Meyer-Luehmann et al., 2009), it is unclear whether disease causes the same perturbation in all neurons or whether a certain cell type contributes more heavily to the phenotypes. With FMRP binding motifs enriched in the 3´ UTR of the local translation candidates of both cell types, disruption of this master regulator would have a broad effect on local translation, but it is unclear how this and other diseases alter local translation on a cell-specific level across the CNS. Thus, determining how mutations modeling RNABP disease impact local translation in a cell type-specific manner would also be of substantial future interest.

10.1523/ENEURO.0320-18.2018.f9-1 Figure 9-1 Table containing differential expression statistics for all direct comparisons between the two neuron types. Log-fold change (logFC), *p* values, and adjusted *p* values (FDR) for each of three EdgeR comparisons. Statistical comparisons were performed between RBP4 and VGAT SynapTRAP samples (PValue.ST_RBP4vVGAT), as well as between RBP4 and VGAT WCH samples (PreIP_RvV), as well as an interaction term, which tests the extent to which cell type differences in the ST fraction are not found in TRAP fractions, indicating substantial post-transcriptional regulation. Download Figure 9-1, XLS file.

How the deposited data were processed for this re-analysis (not part of the article)

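Processed RNA-seq files of 40 libraries were used, from mice of the RBP4-TRAP and VGAT-TRAP lines at 21 d. The labels give the tissue as cortex, while the methods of the paper describe pools of dissected forebrains and its results mention that some dorsal striatum was likely included. For each line there were 5 replicates of 4 fractions (WCH, TRAP, SNF and ST), or 8 groups. The line, fraction and replicate number of each library were taken from its labels. The paper states that the 4 samples of a replicate were collected in parallel from 1 pool of mice, which is where the pairing by number comes from. Between the lines, equal numbers pair no pools. They were used as a block to test whether they share variation, and for counts of same-numbered pairs. Where the lines overlap, such counts and block fits depend on the numbering and are no evidence of their own.

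The authors aligned the reads with STAR to an Ensembl assembly and counted uniquely aligned reads per gene with featureCounts, and the counts as deposited are whole numbers for each library by itself, with no normalization. The CPM values as deposited were made by the authors by dividing each count by the total of the library, mitochondrial and rRNA genes included. The RPKM values as deposited were made by the authors by dividing these CPM values by the length of the gene in kb. Both were used here only to check the counts, from which they can be recomputed with differences of at most 4.07e-10 and 2.91e-10. How the authors' counting treated reads shared by near-identical genes was not analysed here, so that values of ribosomal protein genes, which have many pseudogenes, are uncertain.

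From the counts, cpm values were computed here after genes on the mitochondrial chromosome and genes annotated as rRNA or tRNA in GENCODE M21 (GRCm38) had been left out. Library sizes were the remaining totals without a further factor, as fixed before the counts were read. The paper's methods state cpm on the final library sizes and do not say whether a further factor was used, so that this scaling is a choice made here. With TMM, 203 of 208 RBP4 and 391 of 401 VGAT local translation candidates are in the paper's tables, which hold 248 and 477 genes that could be read, against 71 of 71 and 202 of 220 without it. With DESeq2's size factors in edgeR, 210 of 269 and 379 of 495 are. The paper's candidate lists were thus nearest to those with TMM. This argues against unscaled totals as the scaling of the authors for these lists. Differences were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), with the group as the only variable and Benjamini-Hochberg adjustment. The legend of the paper's supplementary tables names a likelihood ratio, so that the likelihood ratio test was run as an alternative. Comparisons within a line (TRAP against WCH, SNF against WCH and ST against SNF) used the 20 libraries of the line and genes with at least 0.5 cpm in at least 3 of them. Comparisons between lines (WCH, TRAP, ST, and ST less TRAP as an interaction) used 30 libraries and the same limit on TRAP and ST libraries. Lists of genes changed in TRAP used an adjusted p of at most 0.05, and candidate and ST lists an unadjusted p under 0.05. Genes with an adjusted p of at most 0.05 in WCH were left out of the ST lists.

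Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Spearman correlations used log2(cpm + 1). Properties of 3´ UTRs were compared with 2-sided permutation tests over genes (100000 resamples, so that the smallest p is 1e-05), and lists of genes with Fisher's exact test. Motifs were compared with the 500 somatic candidates with the largest changes. Genes named in the text are every gene that the paper names for the comparison and the 2 in each direction with the smallest p, among genes with a mean of at least 1 cpm for which all libraries of one group lie above all of the other. The threshold of the candidate lists, the denominator of the shared percentage and the rule for the interaction were inferred from the paper's supplementary tables before the counts were read, the last as the one of 3 rules that came closest to the paper's percentage there. Of the glial genes that the paper only labels in a figure, the text gives examples. A withheld result is not reported here.

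The alternatives were a likelihood ratio test, DESeq2 1.42.0 with its size factors, TMM factors, DESeq2's size factors in edgeR, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate number as a block, each pool left out in turn, and other rules for the lists. The closing section gives their effect.

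The tests were tried on simulated counts with 200 genes changed 2-fold. Every gene had a dispersion of 0.05, and no shift of the median between fractions was simulated. Of the 200 simulated local translation candidates among 16409 genes, 200 were recovered with 0 false calls. Of 200 simulated ST differences among 16440 genes, 173 were recovered at the adjusted threshold with 7 false calls, and 199 at the unadjusted threshold with 824 false calls. The interaction at the unadjusted threshold recovered 181 with 326 false calls. When a pool effect was added, 0 of 200 changed genes among 16604 were recovered without the block and 180 with it. The size of this effect was not taken from the data. In the data the block moved the number of genes higher in RBP4 TRAP than in WCH from 1427 to 1772. The simulations check the code and give no recovery or rate of false calls for the lists of the text, which also depended on the scaling.

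No library was left out. The enrichment of gene ontology terms, cell type specific expression analysis, MEME, AME, qPCR, in situ hybridization and immunofluorescence were not analysed here.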

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

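Of the tests in this part, those of sample identity, of the astrocyte markers as a covariate, of the shared batch and of the level of one pool on Capn11 were chosen only after the result was seen. In 80 groups of 5 libraries the highest or lowest value was compared with the others by Dixon's ratio (critical value 0.71). It passed in 9 groups, where chance would give 4, so that single values below can be chance.

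Slc32a1 was 49.93 cpm in the library labelled RBP4 ST replicate 4, far from the 10.8 to 19.7 cpm of the other 4 RBP4 ST libraries. Sst (161 cpm) and Cort (4.63 cpm) were below every VGAT ST library there, in line with the label. When replicate 4 was exchanged between the ST groups, 800 genes had an edgeR adjusted p of at most 0.05, against 53 with the labels and at most 13 in the other 14 splits. A mislabelled sample was tested over 200 genes whose levels mark a pool in the other fractions. The rule for these genes followed an exploratory look at the data, and Capn11 was left out of them afterwards. The library correlated with its own pool at 0.581 and with the best other pool at 0.338, which goes against an exchange of samples between pools. Of the 40 libraries, 38 were closest to their own pool, the exceptions being VGAT TRAP replicate 2 and VGAT ST replicate 1.

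RNA of non-neuronal cells in ST was tested for the same exchange by fitting the 10 ST libraries alone, over the 15944 genes past the limit on low counts in them. With the labels 0 genes had an edgeR adjusted p of at most 0.05 (838 at an unadjusted p under 0.05), and with the mean level of astrocyte markers as a covariate 6 did (1191 unadjusted). With replicate 4 exchanged, 0 did without the covariate (2097 unadjusted) and 0 with it (1833 unadjusted). As neither split passed the adjusted threshold without the covariate, this test leaves the explanation open. No biological explanation of the level of Slc32a1 in this library was tested.

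In the library labelled VGAT TRAP replicate 4, Rbp4 was 154.0 cpm, apart from 101.1 to 110.9 cpm in the other 4, and Sst was 3648 cpm, apart from 2401 to 2739 cpm. Without VGAT replicate 4 the log2 fold changes of TRAP against WCH in the VGAT line were 2.91 for Rbp4 and 3.57 for Sst. No technical or biological explanation was tested for this library.

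Capn11 was far higher in replicate 5 of the RBP4 line than in the other 4, at 1.912 cpm in WCH (at most 0.243 in the others), 1.289 cpm in TRAP (at most 0.104) and 0.6524 cpm in SNF (at most 0.116). It had 1 count or none in each RBP4 ST library. A mislabelled sample was tested as above, and the library labelled RBP4 ST replicate 5 correlated with its own pool at 0.704 and with the best other pool at 0.214. The level of one pool was tested by leaving out replicate 5 of the RBP4 line, where the unadjusted p of the Capn11 interaction in edgeR's test, a number given only as the measure of this test, was 0.137. The interaction of Capn11 may therefore rest on 1 pool, but leaving it out also removes a library, and the fit with the pool as a block still passed the adjusted threshold with every pool included.

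Gabra6 was 27.5 cpm in RBP4 WCH replicate 5 and at most 2.09 cpm in the other 9 WCH libraries, a gene the paper does not discuss. Pcp2 and Cbln3 were 27.3 and 27.0 cpm there and at most 1.28 and 2.75 cpm in the others. A candidate explanation is tissue from the cerebellum in this pool. It was tested on 7 other markers of the cerebellum that had not been looked at, and 5 of them were highest of the 10 WCH libraries in RBP4 replicate 5 (En2, Neurod1, Slc1a6, Cbln1 and Zic2, but not Barhl1 and Zic4), the number set for the test. Other explanations of this pool, and whether Capn11 follows from it, were not tested.

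Mitochondrial genes took 40.21% of the counts in RBP4 SNF replicate 3 (others 11.2% to 18.8%), 41.86% in VGAT SNF replicate 3 (13.2% to 19.4%) and 18.97% in VGAT ST replicate 3 (2.80% to 5.71%). Replicate 3 was also highest in RBP4 ST, at 15.8% (others 2.71% to 7.08%), which did not pass Dixon's limit, and in all it had the highest share in 7 of 8 groups. These libraries share a number across the lines, and a processing batch shared by both lines may explain it. It was tested on the deviations of gene levels, without the mitochondrial genes, of all libraries from their group means. Same-numbered libraries of both lines correlated with a mean of 0.222 and differently numbered ones with -0.044, a difference tested over the 120 orders of the numbers (exact permutation p = 0.1). The pattern cannot be told apart from such a batch. No biological explanation was tested.

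The lines differed less in ST than in TRAP for Sst (difference in ST less that in TRAP 2.3705) and for Cort (1.9318), each past an adjusted p of 0.05 for the interaction in edgeR's test. Background RNA in ST was tested on 60 marker genes of astrocytes, oligodendrocytes, endothelial cells and microglia. Their change from SNF to ST exceeded that from WCH to TRAP by a median log2 of 2.0609 in the RBP4 line and 1.59 in the VGAT line, in 58 of 60 markers each (permutation p = 1e-05 in each line, the smallest that the resamples can give). Capture from SNF thus depleted these markers less than capture from WCH, and the smaller differences in ST cannot be told apart from background RNA. These differences in ST include the library labelled RBP4 ST replicate 4, whose Slc32a1 goes against its label while its Sst and Cort do not.

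Xist had a median of 1.05 cpm in RBP4 WCH (0.124 to 51.4) and 27.1 cpm in VGAT WCH (17.1 to 32.1), a gene the paper does not discuss. The sex composition of the pools was tested as an explanation of ST differences. Of the 1935 ST differences 70 were on the X or Y chromosome, against 620 of 16898 genes tested (odds ratio 0.984, Fisher's exact test over genes, one-sided, p = 0.57), no excess. A test over all genes of these chromosomes cannot show an effect confined to few of them, so that it leaves the explanation open for single genes. Ddx3y was 30.5 cpm in RBP4 WCH replicate 1 and 93.4 to 168 cpm in the other RBP4 WCH libraries. In VGAT WCH it was 49.4 to 65.3 cpm. Effects of sex on genes of other chromosomes were not tested.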

How the results depend on the processing

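The alternatives were set before the data were examined, except the fit of the 10 ST libraries alone, which was chosen after seeing the data. TMM and DESeq2's size factors in edgeR differ from the fit of the text in the scaling alone, so that changes under these 2 are due to the scaling. Where a value below changed under another alternative, the cause was not tested. Of 345 values of 26 results of comparisons under alternatives, 259 were counted as kept and 86 as moved. For numbers of genes and percentages the limit was 1.5 times the value in the text. Other results did not follow this limit. With the paper's lists the difference in 3´ UTR length fell from 855 to 481.5 nt (RBP4) and from 726.5 to 464.5 nt (VGAT). Both were counted as kept. The Spearman correlation between replicates, 0.930 and over all genes past the filter 0.981, was counted as moved. Of 1840 values for 163 results of single genes and motifs, 1756 kept their direction and side of the threshold, or stayed within the replicate spread, 40 no longer passed it, 28 newly passed it, 10 reversed and 6 moved.

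In the order DESeq2, TMM and DESeq2's size factors in edgeR, 3536, 3296 and 3300 genes were higher in RBP4 TRAP than in WCH, against 1427 in the text. In the same order there were 277, 208 and 269 RBP4 and 508, 401 and 495 VGAT local translation candidates, against 71 and 220, with 21, 22 and 21 ribosomal protein genes among the VGAT ones, against 7. Candidates shared by both lines came to 42.0, 36.2 and 41.5%, against 22.3%. ST differences higher in the RBP4 line came to 1312, 1061 and 1242, against 497, and those higher in the VGAT line to 747, 810 and 688, against 1438. The line with more ST differences thus changed with the scaling.

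DESeq2 gave 4 WCH differences, 134 ST differences at the adjusted threshold and 22 of these with an interaction in the same direction. The likelihood ratio test gave 4, 136 and 24, against 2, 53 and 8 in the text. For the last of these results DESeq2's size factors gave 5, no filter on low counts 5 and interactions of either sign 41. With no genes left out, 1 gene differed in WCH, and 0 ribosomal protein genes were VGAT candidates. All 40 libraries in one fit gave 141 VGAT candidates and 36.1% shared, while in the fit of the text the overlap was 74.6% of the shorter list.

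With an adjusted p of at most 0.05 in each contrast there were 32 RBP4 and 134 VGAT local candidates, 656 RBP4 somatic candidates, and 9 and 44 ST differences higher in the RBP4 and the VGAT line. The percentage of ST differences with an interaction was 37.5% with either sign, 8.11% at an adjusted p of the interaction and 43.2% when counted as no TRAP difference, against 19.7%. A fit of the 10 ST libraries alone, chosen after seeing the data, was also run over the 16898 genes of the text. There 196 and 707 genes were higher in the RBP4 and the VGAT line at an unadjusted p under 0.05 in edgeR's test, and 0 at the adjusted threshold. The Spearman correlation between replicates was 0.981 over all genes past the filter.

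Of the 4 motifs, 0 in the RBP4 line (3 in the text) and 0 in the VGAT line (4 in the text) passed against somatic genes matched on 3´ UTR length and GC content (0 at an unadjusted permutation p under 0.05), and 2 passed with the VGAT lists in the paper's tables. GGTG in the VGAT line reversed to -0.0877 per kb against matched genes. Dlg4 reversed from lower to higher in SNF than in WCH, to 0.23, 0.14 and 0.23 in the RBP4 line and 0.20, 0.11 and 0.20 in the VGAT line with DESeq2, TMM and DESeq2's size factors, while with no genes left out it stayed lower, at -0.44 and -0.55, and newly passed the threshold in the VGAT line, as it did there without replicate 3 (-0.30). Gsr in TRAP reversed to -0.0096 without RBP4 replicate 2, -0.0602 without RBP4 replicate 4 and -0.0575 without VGAT replicate 5, the highest of the 10 values that each left out one pool being 0.0897.

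Across the fits that each left out one pool, genes higher in RBP4 TRAP than in WCH ran from 764 to 1566, local candidates from 40 to 118 (RBP4) and 151 to 201 (VGAT), somatic candidates from 608 to 1101 and 1852 to 2297, ribosomal protein genes among VGAT candidates from 2 to 8, shared candidates from 13.0% to 29.0% and WCH differences from 0 to 3 (426 at an unadjusted p with every pool). ST differences ran from 300 to 768 higher in the RBP4 line, 917 to 2005 higher in the VGAT line and 6 to 159 at the adjusted threshold (the latter without RBP4 replicate 4), those with an interaction in the same direction from 13.5% to 27.9%, and those at the adjusted threshold with one from 0 to 36. With the replicate block, 1772 genes were higher in RBP4 TRAP, 89 and 272 were local candidates and 62 differed in ST at the adjusted threshold, each within 1.5 times the value in the text. Depth limits Capn11, whose RBP4 ST libraries held 1 count or none each.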

Differences from the paper's values

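A value is taken to reach the paper's when it lies within 1.5 times of it (counts and percentages) or within the replicate SD (log2 fold changes). Settings are the alternatives set before the data were examined, counted for each result, with each pool left out as its own setting. Of the values listed below as the paper's, TMM and DESeq2's size factors in edgeR each reached all but the number of top ST differences. Each log2 fold change of SNF against WCH listed below lay closer to the paper's value with TMM. A difference from the paper that TMM removes may therefore come from the scaling used here.

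As to local translation candidates, genes of the RBP4 line number 247 in the paper (the paper's value) and 71 here. DESeq2 (277), TMM (208) and DESeq2's size factors in edgeR (269) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block, an adjusted p of at most 0.05 in each contrast and 5 fits without 1 pool did not. Those of the VGAT line number 480 in the paper (the paper's value) and 220 here. DESeq2 (508), TMM (401) and DESeq2's size factors in edgeR (495) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block, an adjusted p of at most 0.05 in each contrast and 5 fits without 1 pool did not. The local translation candidates shared by both lines, percent of the genes in either list, come to 36 as the paper's value and 22.3 here. DESeq2 (42.0), TMM (36.2), DESeq2's size factors in edgeR (41.5), no filter on low counts (24.4), all 40 libraries in one fit (36.1), the fit without VGAT replicate 1 (26.1), the fit without VGAT replicate 2 (29.0), the fit without RBP4 replicate 5 (29.0) and the fit without VGAT replicate 5 (26.0) reached the paper's value, and the likelihood ratio test, no genes left out, a filter of 1 cpm in at least 5 libraries, the replicate block, an adjusted p of at most 0.05 in each contrast, the share of the shorter list and 6 fits without 1 pool did not.

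As to ST differences attributed to localization, genes number 235 in the paper (the paper's value) and 381 here. TMM (294), DESeq2's size factors in edgeR (324), no genes left out (329), a filter of 1 cpm in at least 5 libraries (275), all 40 libraries in one fit (352), the replicate block (350), the fit without RBP4 replicate 1 (352), the fit without RBP4 replicate 5 (325), the fit without VGAT replicate 2 (351), the fit without VGAT replicate 4 (287), the fit without VGAT replicate 5 (190) and an adjusted p of the interaction (157) reached the paper's value, and the likelihood ratio test, DESeq2, no filter on low counts, interactions of either sign, the count of genes with no TRAP difference and 5 fits without 1 pool did not. As to top ST differences, the paper has 99 genes (the paper's value) and does not state their threshold. They are compared with the 53 genes at the adjusted threshold here. The likelihood ratio test (136), DESeq2 (134), all 40 libraries in one fit (67) and the fit without RBP4 replicate 2 (104) reached the paper's value, and TMM, DESeq2's size factors in edgeR, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, the replicate block and 9 fits without 1 pool did not.

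As to ST, RBP4 higher than VGAT, genes number 979 in the paper's table (the paper's value) and 497 here. DESeq2 (1312), TMM (1061), DESeq2's size factors in edgeR (1242), no filter on low counts (732), the fit without RBP4 replicate 3 (690) and the fit without RBP4 replicate 4 (768) reached the paper's value, and the likelihood ratio test, no genes left out, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block, an adjusted p of at most 0.05 in each contrast and 8 fits without 1 pool did not. As to ST, VGAT higher than RBP4, genes number 652 in the paper's table (the paper's value) and 1438 here. DESeq2 (747), TMM (810), DESeq2's size factors in edgeR (688) and the fit without VGAT replicate 5 (917) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block, an adjusted p of at most 0.05 in each contrast and 9 fits without 1 pool did not. The fit of the 10 ST libraries alone over the 16898 genes of the text was chosen after seeing the values. It gave 707 genes higher in VGAT ST, within the paper's value, and 196 higher in RBP4 ST, which is not. These lists include the library labelled RBP4 ST replicate 4.

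Fezf2 log2 fold change, RBP4 TRAP against WCH, is 1.86 as the paper's value and 1.52 here. DESeq2 (1.82), TMM (1.82), DESeq2's size factors in edgeR (1.82), no genes left out (1.61), the replicate block (1.56), the fit without replicate 1 (1.62), the fit without replicate 4 (1.56) and the fit without replicate 5 (1.55) reached the paper's value, and the likelihood ratio test, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit and 2 fits without 1 pool did not. Slc32a1 log2 fold change, VGAT TRAP against WCH, is 2.76 as the paper's value and 2.50 here. DESeq2 (2.73), TMM (2.75), DESeq2's size factors in edgeR (2.73) and no genes left out (2.56) reached the paper's value, and the likelihood ratio test, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 5 fits without 1 pool did not.

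Rbp4 log2 fold change, VGAT TRAP against WCH, is 3.26 as the paper's value and 3.00 here. DESeq2 (3.23), TMM (3.25), DESeq2's size factors in edgeR (3.23), no genes left out (3.07), the fit without replicate 1 (3.06), the fit without replicate 3 (3.02) and the fit without replicate 5 (3.02) reached the paper's value, and the likelihood ratio test, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 2 fits without 1 pool did not. Qk log2 fold change, VGAT TRAP against WCH, is -2.45 as the paper's value and -2.71 here. DESeq2 (-2.49), TMM (-2.46), DESeq2's size factors in edgeR (-2.49), no genes left out (-2.65), the fit without replicate 2 (-2.67) and the fit without replicate 4 (-2.60) reached the paper's value, and the likelihood ratio test, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 3 fits without 1 pool did not.

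Shank3 log2 fold change, RBP4 SNF against WCH, is 0.81 as the paper's value and 0.45 here. DESeq2 (0.91), TMM (0.81), DESeq2's size factors in edgeR (0.91) and the fit without replicate 1 (0.60) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 4 fits without 1 pool did not. Camk2a log2 fold change, RBP4 SNF against WCH, is 0.93 as the paper's value and 0.60 here. DESeq2 (1.0301), TMM (0.94), DESeq2's size factors in edgeR (1.0301) and the fit without replicate 5 (0.69) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 4 fits without 1 pool did not.

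Shank3 log2 fold change, VGAT SNF against WCH, is 1.25 as the paper's value and 0.91 here. DESeq2 (1.37), TMM (1.27) and DESeq2's size factors in edgeR (1.37) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 5 fits without 1 pool did not. Camk2a log2 fold change, VGAT SNF against WCH, is 0.85 as the paper's value and 0.51 here. DESeq2 (0.96), TMM (0.87) and DESeq2's size factors in edgeR (0.96) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 5 fits without 1 pool did not.

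Sst log2 fold change, VGAT SNF against WCH, is 1.91 as the paper's value and 1.57 here. DESeq2 (2.03), TMM (1.93), DESeq2's size factors in edgeR (2.03), the replicate block (1.59), the fit without replicate 3 (1.62), the fit without replicate 4 (1.60) and the fit without replicate 5 (1.59) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit and 2 fits without 1 pool did not. Cort log2 fold change, VGAT SNF against WCH, is 1.36 as the paper's value and 1.0254 here. DESeq2 (1.48), TMM (1.38) and DESeq2's size factors in edgeR (1.48) reached the paper's value, and the likelihood ratio test, no genes left out, no filter on low counts, a filter of 1 cpm in at least 5 libraries, all 40 libraries in one fit, the replicate block and 5 fits without 1 pool did not.

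The paper states that Dlg4 was enriched in SNF in all replicates of both lines. Here Dlg4 was higher in SNF than in WCH in 1 of 5 RBP4 pools and 0 of 5 VGAT pools, with log2 fold changes of -0.20 and -0.25. The direction of the mean change that the paper states was reached with DESeq2, TMM and DESeq2's size factors in edgeR in each line. The paper states that Gsr is not found in VGAT ST. Here Gsr was between 11.8 and 16.2 cpm in the VGAT ST libraries. The paper states that the lists of both lines include Camk2a and Shank3. Here Camk2a was a candidate in the RBP4 line and not in the VGAT line and Shank3 a candidate in the VGAT line and not in the RBP4 line. SNF against WCH had an edgeR adjusted p of 0.166 for Shank3 in the RBP4 line and 0.113 for Camk2a in the VGAT line, with the pool as a block 0.0953 and 0.0888, and with TMM 0.0228 and 0.0141. Of the 10 genes that the paper shows as RBP4 local translation candidates, 3 passed here and 9 with TMM. Of the 10 that it shows as VGAT ones, 8 passed here and 8 with TMM, which gained Rgs12 and Robo4 and lost Htr3a and Sst.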

Other observations

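Of the tests in this part, those of marker genes of other cell types among the candidates and of chance at an unadjusted p were chosen only after the result was seen.

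Each number of changed genes was compared with other splits of the same libraries into groups of 5. With same-numbered pairs kept apart there are 16 splits, mirror images counted once and the real split included, so that no share under 0.0625 is possible and chance cannot be excluded by this test. A number as large as in the real split was reached in 1 of 16 splits for genes higher and 1 of 16 for genes lower in RBP4 TRAP, 1 and 1 of 16 in VGAT TRAP, 1 and 1 of 16 for the 2 directions between the TRAP groups, and 1 of 16 for WCH, that is, by the real split alone. For ST, 11 of 16 splits gave as many genes higher in the RBP4 line, 3 of 16 as many higher in the VGAT line and 2 of 16 as many at the adjusted threshold, where the other split exchanges replicate 4. The percentage with an interaction in the same direction was as high in 16 of 16 splits, and the number of top ST differences with one in 2 of 16. Of 100 splits drawn for each of the lists of candidates, 2 gave as many RBP4 and 2 as many VGAT local candidates, 1 and 1 as many somatic candidates and 1 as high a share in both lines, the real split included.

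The ST lists hold genes at an unadjusted p. Chance at an unadjusted p was tested by their number, which was 2.293 times that expected from 5% of the genes tested, above the limit of 1.5 set for the test. Chance at this threshold may still account for a large part of these lists, since 5% of the genes tested is 845 genes. When the 10 ST libraries were fitted alone, a choice made after seeing the data, 838 of 15944 genes passed the unadjusted threshold, with the limit on low counts set on these libraries. The excess over chance thus depends on the libraries and genes in the fit.

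A hypothesis for the local translation candidates is RNA of non-neuronal cells in ST. Genes lower in TRAP than in WCH were 25 of 71 RBP4 candidates (odds ratio 1.18, Fisher's exact test over genes, one-sided, p = 0.29) and 90 of 220 VGAT candidates (odds ratio 0.96, p = 0.634, same test), no excess. Of 60 marker genes of other cell types, 3 were RBP4 candidates (odds ratio 13.09, Fisher's exact test over genes, one-sided, p = 0.002) and 6 VGAT candidates (odds ratio 8.68, p = 0.000123, same test), an excess. It rests on few genes, and Mbp, a marker, had been seen among the candidates before the test. Some candidates may therefore come from other cells, and the candidates cannot be told apart from that explanation as a whole.

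Local candidates had longer 3´ UTRs than somatic candidates, and gene length bias was tested on their coding sequences. The medians differed by 900 nt in the RBP4 line and 837 nt in the VGAT line (permutation p = 1e-05 in each, the smallest that the resamples can give). The longer 3´ UTRs may thus follow gene length and cannot be told apart from it.

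Rbp4 rose more from WCH to TRAP in the VGAT line (log2 fold change 3.00) than in the RBP4 line (0.74). The difference between the lines in this change was not tested. Of the 40 libraries, 6 had as their nearest library the one of the same fraction and number in the other line. The first component of log2(cpm + 1) held 55.2% of the variance and the second 12.8%.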
